# The Phytochemical Rhein Mediates M^6^A-Independent Suppression of Adipocyte Differentiation

**DOI:** 10.3389/fnut.2021.756803

**Published:** 2021-11-01

**Authors:** Linyuan Huang, Jun Zhang, Xinyun Zhu, Xue Mi, Qiujie Li, Jing Gao, Jianheng Zhou, Jun Zhou, Xiao-Min Liu

**Keywords:** rhein, *N*^6^-methyladenosine, adipocyte, differentiation, mitotic clonal expansion, REEP3

## Abstract

Adipogenesis is mediated by the complex gene expression networks involving the posttranscriptional modifications. The natural compound rhein has been linked to the regulation of adipogenesis, but the underlying regulatory mechanisms remain elusive. Herein, we systematically analyzed the effects of rhein on adipogenesis at both the transcriptional and posttranscriptional levels. Rhein remarkably suppresses adipogenesis in the stage-specific and dose-dependent manners. Rhein has been identified to inhibit fat mass and obesity-associated (FTO) demethylase activity. Surprisingly, side-by-side comparison analysis revealed that the rhein treatment and *Fto* knockdown triggered the differential gene regulatory patterns, resulting in impaired adipocyte formation. Specifically, rhein treatment mildly altered the transcriptome with hundreds of genes dysregulated. *N*^6^-methyladenosine (m^6^A) methylome profile showed that, although the supply of rhein induced increased m^6^A levels on a small subset of messenger RNAs (mRNAs), few of them showed dramatic transcriptional response to this compound. Moreover, the specific rhein-responsive mRNAs, which are linked to mitotic pathway, are barely methylated or contain m^6^A peaks without dramatic response to rhein, suggesting separate regulation of global m^6^A pattern and adipogenesis mediated by rhein. Further identification of m^6^A-independent pathways revealed a positive regulator, receptor expressing-enhancing protein 3 (REEP3), in guidance of adipogenesis. Hence, this study provides the mechanistic view of the cellular actions of rhein in the modulation of adipogenesis and identifies a potential novel target for obesity therapeutic research.

## Introduction

Obesity, characterized by excessive accumulation of adipose, is becoming a global health problem in the society of today. Adipose, also known as a tissue for storing lipids, is now defined as a dynamic organ involved in many critical physiological processes such as energy homeostasis, hormone secretion, and insulin sensitivity (1–4). Adipose tissue mainly consists of adipocytes that primarily develop from preadipocytes in a highly coordinated progression called adipogenesis (5). The adipocyte differentiation is typically triggered by the adipogenic induction cocktail containing 3-isobutyl-1-methylxanthine (IBMX), dexamethasone, and insulin (MDI) and divided into three consecutive stages: growth arrest, mitotic clonal expansion (MCE), and terminal differentiation (6, 7). Previous studies have indicated that MCE is required to induce adipogenesis of several cell models, among which 3T3-L1 is the most widely used. Blocking the MCE progression severely obstacles the marker gene expression in cell cycle progression and adipogenic activation leading to attenuated adipocyte differentiation (8).

Rhein is a bioactive molecule isolated from rhizomes of medicinal plants such as *Rheum L*. As a substance in the anthraquinone group, rhein is commonly used as a cathartic (9). It not only sensitizes the carcinoma cells to chemotherapy or radiotherapy (10–13), but also exhibits excellent anti-inflammatory activities (14) and plays significant roles in the protection of the myocardial cells from hypoxia-induced injury (15, 16). Additionally, the phytochemical rhein is involved in the regulation of the adipogenesis process in the cultured cells (17, 18). It has been shown to inhibit the *in-vitro* differentiation of 3T3-L1 preadipocytes through downregulating adipogenesis marker genes such as *Ppar*γ and *C/ebp*α (17). However, the mechanistic action of this compound on the cellular gene regulatory pathways remains to be systematically investigated.

Recently, it has been reported that rhein is capable of binding to a AlkB protein, fat mass and obesity-associated (FTO) protein gene, and inhibiting its enzymatic activity (19). A genome-wide association study revealed that the single-nucleotide polymorphisms in FTO region are correlated with body mass in multiple populations (20, 21). Intriguingly, FTO is the first demethylase identified to remove the *N*^6^-methyladenosine (m^6^A) on messenger RNA (mRNA) (22, 23). A number of studies have indicated that FTO plays certain role in the regulation of adipocyte generation *via* targeting m^6^A-containing regulatory mRNAs (24–31). For example, FTO could mediate exonic splicing of adipogenic regulatory factor RUNX1T1 through adjusting m^6^A abundance around splice sites and, thus, regulating differentiation (26). Whether rhein could rearrange global m^6^A methylome landscape, and whether FTO-mediated demethylation participates in rhein-interfered adipocyte differentiation remain elusive

In this study, we conducted a systematic investigation of rhein actions on adipogenesis by taking advantage of the transcriptional and posttranscriptional approaches. We showed that stage-specific supply of rhein dramatically attenuated adipocyte differentiation. Comparative analysis of rhein treatment and *Fto* knockdown revealed that rhein-specific responsive mRNAs are associated with the mitotic pathway. Further combinational data analysis indicated that rhein regulated m^6^A methylome rearrangement and adipogenesis in an independent manner. Finally, we identified a m^6^A-independent regulator, which is positively involved in the modulation of adipocyte differentiation.

## Materials and Methods

### Cell Culture, Adipocyte Differentiation, and Rhein Treatment

3T3-L1 preadipocytes were cultured in the Dulbecco's Modified Eagle Medium (DMEM) (Gibco 11995073, Carlsbad, CA) with 10% newborn calf serum (Gibco 26010074, Carlsbad, CA) and 1% penicillin-streptomycin (PS) (Gibco 15140163, Carlsbad, CA). About 2 days after confluency, cells were fed with MDI induction media containing DMEM, 10% fetal bovine serum (FBS) (Gibco 10099141C, Carlsbad, CA), 1% PS, 0.5 mM IBMX (Sigma I7018, St. Louis, Missouri), 1 μM dexamethasone (Sigma D4902, St. Louis, Missouri), and 10 μg/ml insulin (Sigma I0516, St. Louis, Missouri) for 3 days. Then, cells were replenished with maintenance media supplied with 10% FBS, 1% PS, and 10 μg/ml insulin every 2–3 days until the fully differentiated adipocyte-like cells were obtained. 20 μM rhein treatment was also carried out in this study.

### Oil Red O Staining

Mature adipocytes were rinsed with phosphate-buffered saline (PBS) and fixed with 10% formalin at room temperature for 1 h. The fixed cells were then rinsed with PBS and equilibrated with 60% isopropanol diluted in double-distilled water (ddH_2_O). After staining with the ORO working solution at room temperature for 10 min, cells were washed with ddH_2_O until the supernatant was clear. The stained cells were photographed by using a microscope (Nikon, Tokyo). ImageJ software was applied to analyze the relative lipid accumulation.

### Short Hairpin RNA Knockdown Cell Lines Construction

Lentiviral shRNA templates were cloned into shRNA expression vector termed as the DECIPHER pRSI9-U6-(sh)-UbiC-TagRFP-2A-Puro (Cellecta, California, USA). shRNA lentivirus was produced by using Lenti-X 293T cells and harvested 48 h after transfection. 3T3-L1 cell lines were infected by the filtered viral media for 48 h with 10 μg/ml polybrene (Sigma, St. Louis, Missouri). The complete growth media containing 2 μg/ml puromycin were used to select cells. Lentiviral shRNA targeting sequences are listed below:

shScramble: 5′-AACAGTCGCGTTTGCGACTGG-3′
sh*Fto*-1: 5′-GCTGAGGCAGTTCTGGTTTCA-3′
sh*Fto*-4: 5′-GACATCGAGACACCAGGATTA-3′
sh*Reep3*-1: 5′-CCCAGCAATGACTAACATCTT-3′
sh*Reep3*-2: 5′-CTATGAGACAATGGTGAATTT-3′

### Quantitative Real-Time PCR Analysis

Total RNA was extracted by using the TRIzol reagent (Invitrogen 15596018, Waltham, Massachusetts) and the first strand complementary DNA (cDNA) was synthesized *via* the HiScript III 1st Strand cDNA Synthesis Kit (Vazyme R312-02, Nanjing, Jiangsu). qPCR analysis was carried out by using the ChamQ SYBR Green qPCR Master Mix (Vazyme A331-02, Nanjing, Jiangsu) by using the QuantStudio^TM^ 3 Real-Time PCR Instrument (Applied Biosystems, Waltham, Massachusetts). Primers used for amplifying target genes were presented in Supplementary Table 1.

### Western Blot Analysis

Cells were rinsed with PBS and lysed in sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) sample buffer (62.5 mM Tris-HCl, pH 6.8, 2% SDS, 25% glycerol, 5% β-mercaptoethanol, and 0.01% bromophenol blue) followed by heating at 100°C for 8 min. Then, samples were loaded on SDS-PAGE gels and separated by electrophoresis before being transferred to polyvinylidene difluoride (PVDF) membranes (Millipore IPVH00010, Burlington, Massachusetts). The membranes were first blocked by 5% non-fat milk diluted in 0.1% Tris buffered saline, 0.1% Tween (TBST) (1 × TBS, 0.1% Tween-20) for 1 h at room temperature followed by incubating with desired primary antibodies diluting in 5% non-fat milk at 4°C overnight. After that, membranes were rinsed three times with 0.1% TBST and incubated with corresponding horseradish peroxidase (HRP)-conjugated secondary antibodies for 1 h at room temperature. The primary antibody signals were visualized after reaction with enhanced chemiluminescence (Vazyme E412-02, Nanjing, Jiangsu). The primary antibodies used in western blot analysis were presented below: anti-β-actin (Proteintech 60008-1-Ig, Rosemont, Illinois), antiperoxisome proliferator-activated receptor γ (PPARγ) (Proteintech 16643-1-AP, Rosemont, Illinois), antifatty acid-binding protein 4 (FABP4) (Santa Cruz sc-271529, Santa Cruz, CA), anti-FTO (Abcam ab92821, Cambridge, England), anti-ALKBH5 (Proteintech 16837-1-AP, Rosemont, Illinois), anticyclin A (Proteintech 18202-1-AP, Rosemont, Illinois), and anticyclin B1 (Proteintech 55004-1-AP, Rosemont, Illinois).

### *N^6^*-Methyladenosine Dot Blot

Total RNA was extracted by using the TRIzol Reagent first and mRNA was isolated by using the Oligo d(T)25 Magnetic Beads (NEB S1419S, Ipswich, Massachusetts). A 2-fold serial dilution starting from 500 ng of mRNA was spotted on a nylon membrane and crosslinked under 254 nm UV light (0.12 J/cm^2^). Subsequently, the membrane was blocked by 5% non-fat milk diluted in 0.1% PBST (1 × PBS, 0.1% Tween-20) for 1 h at room temperature followed by incubating with anti-m^6^A antibody (Abcam ab151230, Cambridge, England) 1:1000 dilution at 4°C overnight. After that, the membrane was rinsed three times with 0.1% PBST and incubated with HRP-conjugated antirabbit immunoglobulin G (IgG) for 1 h at room temperature. The m^6^A blotting signal was visualized after reaction with enhanced chemiluminescence.

### Ribonucleic Acid Sequencing and MeRIP-Seq

For RNA-seq and m^6^A RNA immunoprecipitation followed by high-throughput sequencing (MeRIP-seq), cells treated with rhein were collected at day 0 (preadipocytes), day 3 (MCE), and day 10 (differentiation), respectively. Total RNA was extracted by using the TRIzol Reagent followed by chemical fragmentation by using the freshly prepared fragmentation buffer as previously described approaches (32–34). A portion of 5 μg untreated fragmented RNA was served as input control for RNA-seq and 600 μg fragmented RNA was subjected to MeRIP-seq. For MeRIP-seq, the fragmented RNA was incubated with 12 μg anti-m^6^A antibody (Abcam ab151230) in 1 × immunoprecipitation (IP) buffer [10 mM Tris-HCl, pH 7.4, 150 mM sodium chloride (NaCl), 0.1% NP-40, and 40 U/μl RNase inhibitor] with continuous rotation for 2 h at 4°C. In the meanwhile, 15 μl protein A and 15 μl protein G mixed beads were blocked in 1 × IP buffer supplemented with bovine serum albumin (BSA) (0.5 mg/ml). After that, the mixtures were incubated with the prior blocked beads on a rotating wheel for another 2 h at 4°C. Following that, the reaction mixtures were spinned down and sediments were eluted twice in 100 μl of elution buffer with 6.7 mM m^6^A 5′-monophosphate sodium salt (Santa Cruz sc-215524, Santa Cruz, CA) in 1 × IP buffer followed by ethanol precipitation. The input fragmented RNA and precipitated m^6^A elute were used for cDNA library construction and deep sequencing described below.

### Complementary DNA Library Construction

The desired m^6^A-enriched RNA elute and input control were used to construct cDNA library in parallel as described in our previous studies (35, 36). Briefly, samples were first dephosphorylated and 40–60 nt region was selected according to 15% polyacrylamide Tris-borate-EDTA (TBE)-urea gel separation. Desired RNA species were excised and soaked overnight in gel elution buffer [300 mM sodium acetate (NaOAc), pH 5.5, 1 mM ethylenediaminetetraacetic acid (EDTA), and 0.1 U/ml SUPERase_In) followed by ethanol precipitation. Then, the purified RNA was processed for poly-(A) tailing reaction and reverse transcription afterward. Eventually, PCR amplification was proceeded by using the Phusion High-Fidelity DNA Polymerase (NEB M0530L, Ipswich, Massachusetts). The quantification of PCR products was evaluated on the Agilent 2100 Bioanalyzer System (Santa Clara, CA) before being subjected to cluster generation followed by deep sequencing on an Illumina Novaseq platform (San Diego, CA).

### Ribonucleic Acid Sequencing Data Processing

The Trim Galore (v0.6.5) was initially used to trim the low-quality sequences and retain paired reads under—length 100—paired parameters. The paired-end reads were aligned to the mouse genome (GRCm38) with the HISAT2 aligner (v2.1.0) with default parameters and *Ensembl* genes (GRCm38.102) transcriptome annotation (37). Then, gene expression was quantified by using the StringTie (v2.1.4) (38) and differentially expressed genes were identified by using the DESeq2 (v1.30.1) (39). The fold change > 2 or <0.5 and *p* < 0.05 genes were considered as differentially expressed genes. The transcripts per kilobase of exon model per million mapped reads (TPM) was used to produce heatmap.

### MeRIP-Seq Data Processing

Quality control of MeRIP-seq data was performed by using the FastQC (v.0.11.9). Low-quality bases and adaptor contamination were removed by the Trim Galore. Remaining reads were aligned to mouse genome version mm10 with the HISAT2 aligner with default parameters. The mapped reads were filtered with the Picard (v2.23.5) to remove PCR duplicates and the SAMtools (v1.9) to remove the reads with mapping quality below 30. m^6^A peaks were identified by using the exomePeak2R package with default parameters. Peaks were annotated by the R package ChIPseeker (v.1.26) (40). The distribution of m^6^A peaks was plotted by the R package Guitar (v.2.6.0). Motif finding was performed by using the HOMER (v.4.11) findMotifs.pl with parameter (-rna -p 10 -len 5, 6, 7, 8 -S 10). The final bam files were transformed to bigwig format by using the deepTools (v3.5.0) with parameter [–normalizeUsing Bins Per Million (BPM)]. The Integrative Genomics Viewer (IGV) (v2.94) was used to visualize the aligned data.

### Enrichment Analysis

The Gene Ontology (GO) and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis were done on the DAVID (https://david.ncifcrf.gov) with default parameters. The gene set enrichment analysis (GSEA) software (v4.1.0) was used for the analysis of gene expression data with (c5.go.bp.v7.3.symbols.gmt) gene set with default settings (41).

### Statistical Analysis

Statistical analysis was carried out by using the GraphPad Prism. Unless otherwise specified, all the values were conducted as the mean ± SEM. Differential analysis was calculated by the Student's *t*-test. The data were considered as statistically significant when ^*^p < 0.05, ^**^p < 0.01, or ^***^p < 0.001.

### Data Availability

The raw and processed high-throughput sequencing data in this study are publicly available in the Gene Expression Omnibus (GEO) (reference numbers GSE171785 and GSE173702).

## Results

### Stage-Specific Treatment of Rhein Attenuates Adipocyte Formation in a Dose-Dependent Manner

Rhein has been suggested to regulate adipogenesis and mice body weight in the previous studies. To systematically evaluate the effect of rhein on adipocyte differentiation, we induced adipogenesis of growth-arrested 3T3-L1 preadipocytes with the MDI medium in the presence or absence of rhein. Rhein treatment was carried out at the different stages including the MCE stage (rhein T1), the differentiation stage (rhein T2), and continuous treatment at both the stages (rhein T3) (Figure 1A). Remarkably, as shown in ORO staining results, rhein treatment at the early stage effectively inhibited the mature adipocytes formation, as lipid droplets accumulation in the mature adipocytes reduced 80% in the rhein T1 group compared to the dimethyl sulfoxide (DMSO) control, whereas supplement of the phytochemical at the later stage (rhein T2 group) could not attenuate the subsequent adipocytes formation (Figures 1B,C). Consistent with this, the expressions of the master regulator PPARγ in adipogenesis were significantly decreased in the rhein T1 group compared to the rhein T2 group. Spontaneously, three major downstream target genes of *Ppar*γ, *Fabp4*, and *Adiponectin* (*Adipoq*) were also responsively downregulated (Figures 1D–F). To the best of our knowledge, the prolonged treatment of rhein at both the MCE stage and the differentiation stage had negligible influence on the adipogenic progression (Supplementary Figures 1A–C), indicating that the MCE stage is the crucial period for rhein to exert its detrimental effects on adipocytes development. Therefore, we conducted the rhein treatment at the MCE stage in the subsequent experiments.

**Figure 1:**
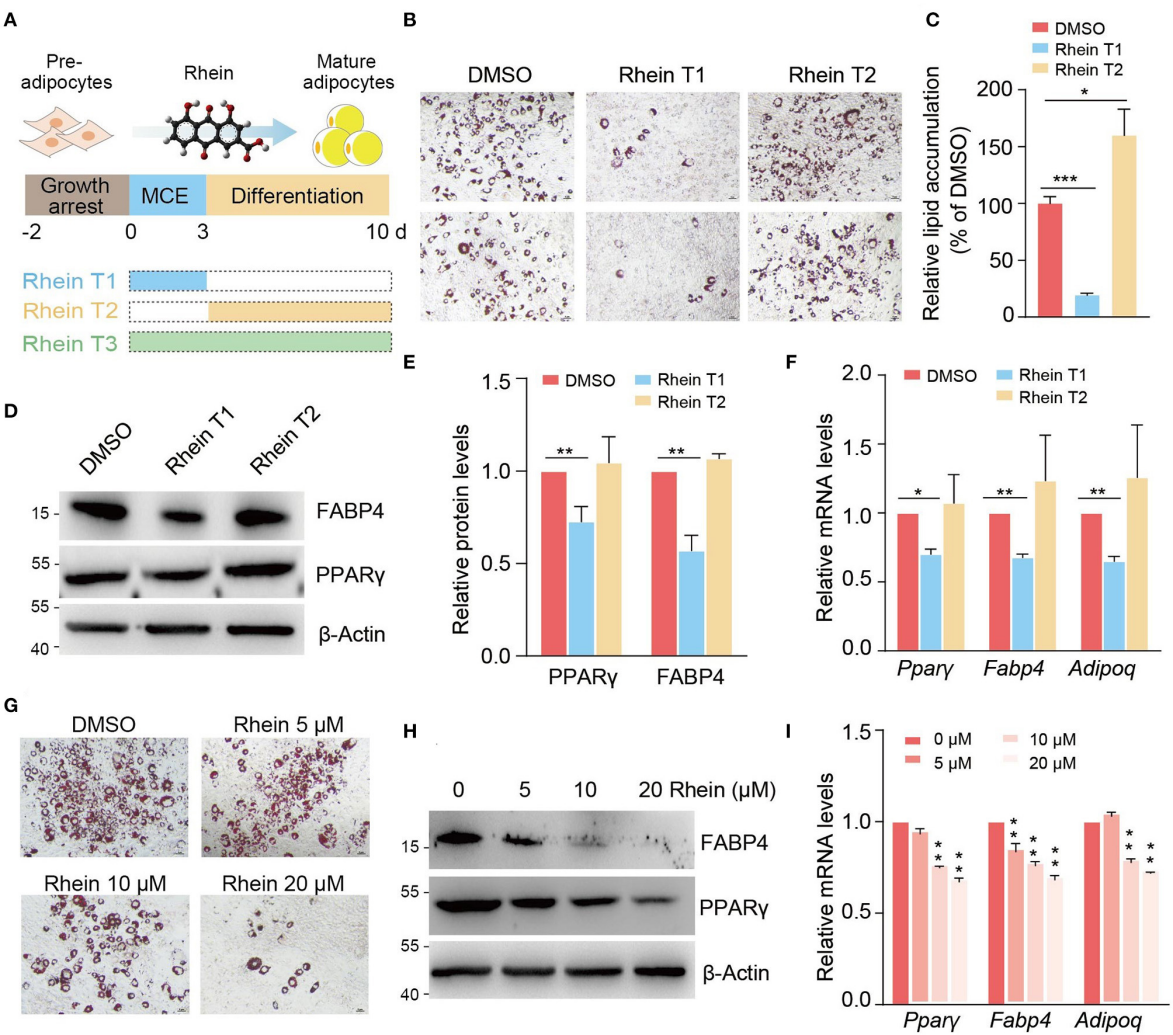
Rhein suppresses adipogenesis at specific stage in a dose-dependent manner. **(A)** Schematic representation of rhein treatment at the different stages during adipocyte differentiation. **(B)** The adipogenic phenotypes of 3T3-L1 cells treated with rhein at the indicated stages. Cells cultured with dimethyl sulfoxide (DMSO) were served as a negative control. Lipid accumulation was assessed by using Oil Red O staining; scale bars, 5 μm. **(C)** Quantification of lipid accumulation in **(B)**. Error bars, mean ± SEM; *n* = 8 biological replicates; *p < 0.05, ***p < 0.001. **(D)** Western blotting of the adipogenic markers. Cells were treated with DMSO or rhein before being collected for analysis. For all the western blots in this study, molecular weight markers (kDa) are indicated on the left side. **(E)** Quantification of the protein levels shown in **(D)**. Error bars, mean ± SEM; *n* = 3 biological replicates; **p < 0.01. **(F)** Relative messenger RNA (mRNA) levels of adipogenesis markers upon DMSO or rhein treatment. Error bars, mean ± SEM; *n* = 4 biological replicates; *p < 0.05, **p < 0.01. **(G)** The adipogenic phenotypes of 3T3-L1 cells treated with rhein at indicated concentrations. Cells cultured with DMSO were served as a negative control. Lipid accumulation was assessed by using Oil Red O staining; scale bars, 5 μm. **(H)** Western blotting of adipogenic marker proteins in cells cultured with MDI medium in the presence of various concentrations of rhein at the mitotic clonal expansion (MCE) stage. **(I)** Effect of rhein treatment with various concentrations on mRNA levels of adipogenesis markers. Error bars, mean ± SEM; *n* = 3 biological replicates; **p < 0.01.

Next, we investigated whether the different doses of rhein could similarly influence the progression of preadipocyte differentiation. As shown in Figures 1G–I, the newly formed adipocytes coupled with the mRNA and protein expressions of three marker genes (*Ppar*γ, *Fabp*, and *Adipoq*) were gradually decreased with increasing concentration of rhein. All the results above suggest that rhein modulates the adipogenesis process in stage-specific and dose-dependent manners.

### Rhein Triggers Fat Mass and Obesity-Associated-Dependent and Fat Mass and Obesity-Associated-Independent Global Transcriptome Changes

Rhein has been identified to inhibit FTO demethylase activity. To investigate whether rhein suppresses the adipogenic process through targeting FTO, we initially verified the functional role of FTO in adipogenesis. As examined in ORO staining, knockdown of *Fto* resulted in a substantial decrease in the accumulation of the lipid droplets of the mature adipocytes (Supplementary Figure 2A). Meanwhile, the RNA levels of adipogenesis marker genes *Fabp4* and *Adipoq* were significantly downregulated upon FTO deficiency (Supplementary Figures 2B,C), confirming the positive functional role of FTO in adipocyte formation.

Next, we sought to compare the global gene expression profiles in rhein-treated cells with those in *Fto*-knockdown cells during the process of adipocyte differentiation. 

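RNA-seq libraries of 3T3-L1 cells, a mouse fibroblast line that turns into adipocytes after hormonal induction, were analysed here. The cells expressed a control hairpin (shScram) or a hairpin against Fto (shFto). They were collected as preadipocytes (Pre), at the MCE stage and at the differentiation stage (Diff). Each of the 6 groups had 2 libraries, and the libraries of rhein-treated cells were not analysed here. The authors trimmed the reads with Trim Galore, aligned them to GRCm38 with HISAT2 and calculated transcript abundance as TPM, a length-corrected share of all transcripts, for the genes of Ensembl release 102 with StringTie. TPM sets all libraries to one total, so the sequencing depth behind each value is unknown. Between 20853 and 24018 of the 55487 genes in the table were above 0 in a library. The 15968 genes with a TPM of at least 1 in at least 2 libraries were tested by limma on the log2(TPM + 1) scale, which understates the change of genes with low TPM. The spread between replicates was estimated over all 12 libraries, with 6 residual degrees of freedom. The labels of replicate 1 of shScram at the differentiation stage disagree, since its title names shScram and its treatment entry names Fto knockdown, and it was assigned by its title. That library held 73.5 TPM of Fto, against 7.47 and 7.05 TPM in the shFto libraries of the stage, which argues against the treatment entry. Across genes, which are not independent replicates, the correlation of log2(TPM + 1) between the libraries of a group was 0.939 for shScram preadipocytes and lay between 0.990 and 0.993 in the other groups.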

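Fto (ENSMUSG00000055932) lies on chromosome 8 of GRCm38 from 91313525 to 91668439. The shScram libraries held 52.7 and 58.3 TPM of Fto in preadipocytes, 59.1 and 55.7 TPM at the MCE stage, and 73.5 and 70.8 TPM at the differentiation stage. In shFto cells the values were 5.51 and 5.55 TPM in preadipocytes, 6.32 and 6.03 TPM at the MCE stage, and 7.47 and 7.05 TPM at the differentiation stage. The mean in shFto cells was thus 9.96%, 10.8% and 10.1% of that in shScram cells at the successive stages. Averaged over the stages, Fto fell by 3.09 on the log2(TPM + 1) scale (two-sided exact permutation test within stages, p = 0.00926, the smallest p that the 216 arrangements allow). Both hairpins listed for Fto match coding sequence of the transcript Fto-201 on chromosome 8 of GRCm38. The target of shFto-1, GCTGAGGCAGTTCTGGTTTCA, lies in exon 7 from 91485173 to 91485193. The target of shFto-4, GACATCGAGACACCAGGATTA, lies in exon 4 from 91441746 to 91441766. Which of these hairpins the sequenced cells carried is not named in the paper's text.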

At the MCE and the differentiation stages, knockdown of *Fto* led to over 4,000 differentially expressed genes (DEGs) compared to the control cells (shScram) (Supplementary Figures 3A,B). However, only hundreds of genes changed expression in response to rhein treatment (Supplementary Figures 3C,D). 

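The cutoffs of the paper, a fold change over 2 or under 0.5 and p under 0.05, were applied here to limma on log2(TPM + 1). The paper applied them to DESeq2, so the counts are not of the same measure. On this basis 1439 genes were DEGs between shFto and shScram cells at the MCE stage and 1750 at the differentiation stage. Counted once each, 2444 genes were DEGs at either stage, and 3506 were with a pseudocount of 0.1. Of the 15968 genes tested, 4837 had a p under 0.05 at the MCE stage and 5355 at the differentiation stage regardless of fold change, where 798 would be expected by chance. After Benjamini-Hochberg adjustment, 1287 DEGs were left at the MCE stage and 1584 at the differentiation stage. With no filter on low values and a pseudocount of 0.1, a setting chosen after the data had been examined, the counts were 2995 and 3816. The DEGs of both stages shared 459 upregulated genes, while 11 genes changed in opposite directions. At the MCE stage, the largest increases among well-expressed genes were those of Syt13 (log2 fold change 5.29, standard error 0.16, adjusted p = 1.39e-06 by limma), Il11 (4.76) and Pde3b (4.27). The largest decreases were those of Bc1 (-5.62), a short noncoding RNA, Foxp2 (-5.12) and Sis (-4.66). Bc1 (-5.15), Foxp2 (-5.71) and Sis (-4.05) were already lower in shFto preadipocytes, so their decreases were not specific to the MCE stage. Syt13 (2.63), Il11 (2.15) and Pde3b (2.14) were already higher in shFto preadipocytes, though by less than at the MCE stage. At the differentiation stage, Prg4 had the highest log2 fold change on this scale and rose from 1.23 ± 0.245 to 160.2 ± 4.76 TPM (SD, n = 2 each), followed by Saa3 (log2 fold change 5.83). Prg4 overlaps Tpr on the opposite strand, and its value is uncertain because the paper's text does not state whether strand was used in counting. On the same scale the lowest values of that stage were those of Cd36, from 149.8 ± 2.27 to 1.97 ± 1.04 TPM (SD, n = 2 each), Foxp2 (-5.39) and Klhl4 (-5.06). These rankings depend on the pseudocount. At 0.1, Foxp2 had the lowest value at both stages (-7.97 and -8.44), and Igfbp3 (8.22) passed Prg4 at the differentiation stage. On log2(TPM + 1), Saa3 (3.81) and Klhl4 (-3.997) also differed already in preadipocytes. Igfbp3 (1.26) and Prg4 (0.94) differed less there, and Cd36 (-0.14) did not pass (limma adjusted p = 0.66). The shScram libraries of the preadipocytes differ from each other, which limits these values.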

There were 53 and 102 genes commonly downregulated in both the groups at the MCE stage and differentiation stage, respectively (Figures 2A,B). 

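In shFto cells 632 of the DEGs were downregulated at the MCE stage and 676 at the differentiation stage, which is 43.9% and 38.6% of the DEGs. The other 807 and 1074 DEGs were upregulated. At the MCE stage this balance depends on the setting, with 50.1% downregulated at a pseudocount of 0.1 and 50.2% with median-ratio scaling. The share was 34.5% to 44.4% over 11 settings at the differentiation stage. The downregulated sets shared 275 genes, and 1033 genes were downregulated at either stage. With adjusted p-values, 553 genes were downregulated at the MCE stage and 613 at the differentiation stage. With a pseudocount of 0.1 the number at the MCE stage was 1168, including 620 of the genes above. With genes of a mean TPM of at least 5 only, it was 333 at the differentiation stage. The overlap with rhein-treated cells was not analysed here.

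**Figure D1:**
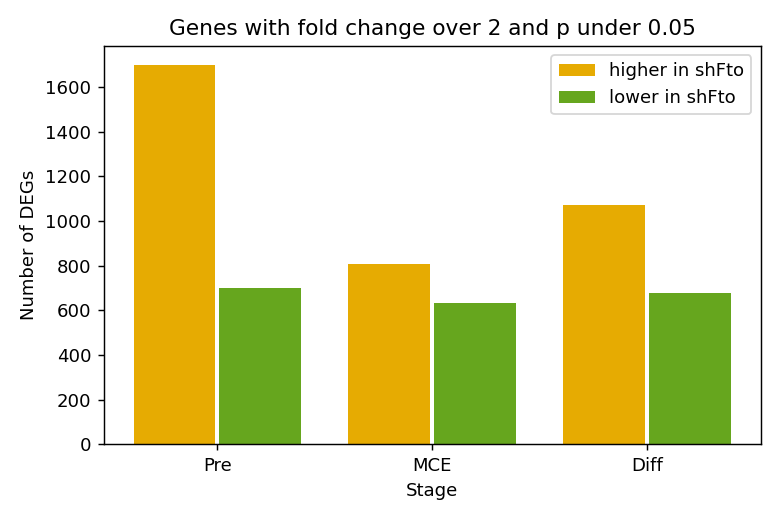
Number of DEGs (y axis) higher or lower in shFto than in shScram cells at each stage (x axis), at a fold change over 2 and a p under 0.05. In this count more genes were upregulated than downregulated at the differentiation stage (1074 against 676) and at the MCE stage (807 against 632), the latter not under every setting, and the preadipocytes include a shScram library that differs from its replicate.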

As expected, the GO analysis revealed that these overlapped genes were involved in the fat cell differentiation process, fatty acid metabolic process, and PPARγ signaling pathway (Figures 2C,D and Supplementary Figures 4A,B). 

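Fabp4 (chromosome 3, 10204088 to 10208576, GRCm38) fell from 220.9 ± 14.3 TPM in shScram cells to 48.4 ± 6.04 TPM in shFto cells at the MCE stage (SD, n = 2 each; log2 fold change -2.17, standard error 0.16, limma adjusted p = 4.7e-05). At the differentiation stage Fabp4 fell from 856 ± 28.4 to 127.7 ± 14.1 TPM (log2 fold change -2.74, adjusted p = 7.83e-06). Pparg (chromosome 6, 115360951 to 115490399) fell from 29.96 ± 2.96 to 12.7 ± 1.61 TPM at the MCE stage (log2 fold change -1.18, standard error 0.14, adjusted p = 0.000669) and from 42.4 ± 3.06 to 17.3 ± 0.596 TPM at the differentiation stage (-1.25, adjusted p = 0.000386). Adipoq (chromosome 16, 23146536 to 23158028) was at 0.804 ± 0.0184 TPM in shScram and 1.12 ± 0.186 TPM in shFto cells at the MCE stage, which did not pass (log2 fold change 0.23, adjusted p = 0.51). At the differentiation stage Adipoq dropped from 74.8 ± 3.36 to 4.86 ± 1.69 TPM (log2 fold change -3.72, standard error 0.20, adjusted p = 5.28e-06). Cebpb (chromosome 2, 167688915 to 167690418) was higher in both shFto libraries than in both shScram libraries at each of these stages. Its means were 688.5 ± 17.1 and 1242 ± 44.1 TPM at the MCE stage (log2 fold change 0.85, standard error 0.59, adjusted p = 0.396), and 356 ± 46.2 and 599 ± 34.1 TPM at the differentiation stage (0.75, adjusted p = 0.42). Its standard error is widened by the shScram preadipocytes, where its libraries differ (35.9 and 199.6 TPM). Over 11 alternative settings the adjusted p of Cebpb at the MCE stage ranged from 4.7e-05 to 0.67 and was under 0.05 in 2, both without that pair or without its replicate 1. Cebpb overlaps Tmem189 and Cebpa overlaps Gm45091, each on the opposite strand, so both genes are uncertain. Cebpa (chromosome 7, 35119293 to 35121928), which Figure 2E shows, changed by -0.80 at the MCE stage (adjusted p = 0.221, under 0.05 in 3 of 10 settings) and by 0.28 at the differentiation stage (adjusted p = 0.685), the latter with the opposite sign after correction for GC content.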

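Of the 7 genes of Figure 2E, 5 were lower in shFto cells at the MCE stage and 6 at the differentiation stage. The adjusted p was under 0.05 for 3 and 5 of them over all genes tested, and likewise for 3 and 5 adjusted over the list alone. Over 11 settings the counts over all genes tested were 3 to 5 and 5 to 6, the highest with GC correction, with 11 libraries and with only the libraries of the contrast, the first and second of which were chosen after seeing the data. The study picked these genes from its own libraries, so the latter is not independent evidence. A list of 24 adipocyte genes written before the data were examined had 19 members past the filter. Their median log2 fold change was -0.39 at the MCE stage and -1.35 at the differentiation stage, with 14 members lower at each (limma camera with a preset correlation, adjusted p = 0.00591 and 5.8e-07 over 12 tests). With no filter, which tests all 24 genes, the medians were smaller, at -0.12 and -0.76. Of the 19 genes, the adjusted p was under 0.05 for 10 and 12 over all genes tested, and for 10 and 13 adjusted over the list alone. Over the settings the former ranged from 8 to 13 and from 10 to 15. These list calls also hold under fry but not when the correlation between genes is estimated, where the adjusted p is 0.37 and 0.155 and the ranges over 13 settings are 0.00062 to 0.37 and 4.78e-16 to 0.155.

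**Figure D2:**
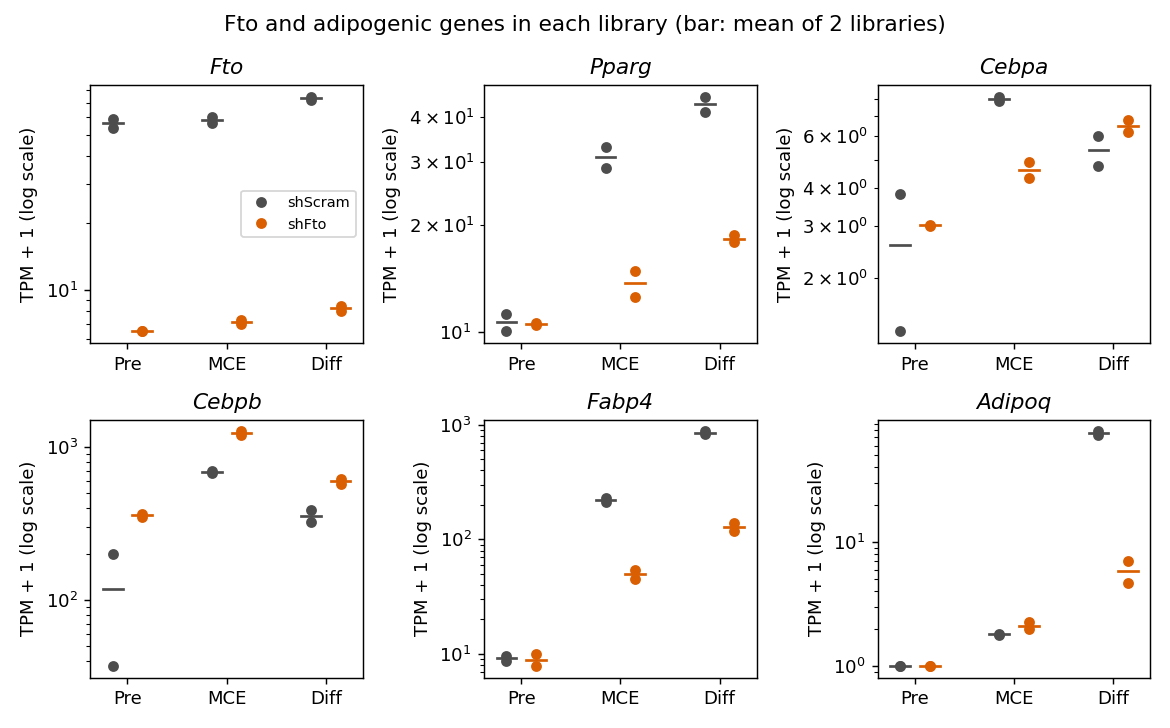
TPM + 1 (y axis, log scale) of Fto and of 5 adipogenic genes at each stage (x axis) in shScram and shFto libraries. Each point is a library and each bar the mean of 2 libraries. Fabp4, Pparg and Adipoq are lower in shFto cells at the differentiation stage, whereas Cebpb is higher, a change that did not pass (limma adjusted p = 0.42).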

Consistent with our previous results, the primary adipogenic marker genes and their regulatory genes, *Fabp4, Adipoq, C/ebp*β, and *Ppar*γ, were included in the overlap group (Figure 2E). A close inspection of the MCE stage revealed that only 16.5% (53 out of 320) of genes downregulated upon rhein also showed reduced expression in response to FTO deficiency (Figure 2A). 

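Of the genes that Figure 2A names as lowered by rhein and not by Fto knockdown, Cdc6 (chromosome 11, 98907801 to 98923940, GRCm38) rose at the MCE stage from 4.96 ± 0.628 TPM in shScram cells to 17.4 ± 0.65 TPM in shFto cells (SD, n = 2 each; log2 fold change 1.63, standard error 0.21, limma adjusted p = 0.000957). Cdca7 (chromosome 2, 72476159 to 72486893) rose from 18.5 ± 0.182 to 29.4 ± 0.85 TPM (log2 fold change 0.64, adjusted p = 0.0245). Cdk18 (chromosome 1, 132112237 to 132139684) was at 6.11 ± 0.135 and 4.7 ± 0.148 TPM, a change of -0.32 on the log2 scale that did not pass (adjusted p = 0.369, under 0.05 in 2 of 11 settings). Reep3 (chromosome 10, 67009189 to 67096945) was at 46.9 ± 7.1 and 59.3 ± 0.155 TPM, which did not pass the threshold either (log2 fold change 0.34, standard error 0.21, adjusted p = 0.345, under 0.05 in 1 of the settings). Reep3 overlaps Jmjd1c and Gm31763 on the opposite strand, so its value is uncertain. None of these 4 genes was downregulated in shFto cells at the thresholds of the paper.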

The similar pattern was also observed at the differentiation stage. 

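At the differentiation stage, Bub1 (chromosome 2, 127801122 to 127831865, GRCm38) rose from 5.99 ± 0.311 TPM in shScram cells to 15.5 ± 0.608 TPM in shFto cells (SD, n = 2 each; log2 fold change 1.24, standard error 0.16, limma adjusted p = 0.000683). Wee1 (chromosome 7, 110122046 to 110143286) was at 15.5 ± 0.26 and 21.8 ± 1.86 TPM (log2 fold change 0.46, standard error 0.15, adjusted p = 0.0534). Its adjusted p was under 0.05 in 6 of 11 alternative settings, with a range of 0.0091 to 0.0781. Cdc25a (chromosome 9, 109875579 to 109893895) was at 12.2 ± 0.196 and 17.1 ± 0.374 TPM (log2 fold change 0.46, adjusted p = 0.096, under 0.05 in 4 of the settings), and it overlaps Mir7089 on the same strand, which leaves its value uncertain. E2f3 (chromosome 13, 29906575 to 29986063) was at 12.1 ± 0.287 and 14.3 ± 1.01 TPM, a difference that did not pass the adjusted threshold (log2 fold change 0.22, standard error 0.14, adjusted p = 0.322). All 4 genes were thus higher in the mean of shFto cells, and 1 of them passed the adjusted threshold, against 1 to 3 over the settings.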

Only 21.5% of genes in the rhein-downregulated group bore decreased expression upon *Fto* knockdown (Figure 2B), suggesting that rhein might primarily target FTO-independent regulatory pathway to interfere adipocyte differentiation.

**Figure 2:**
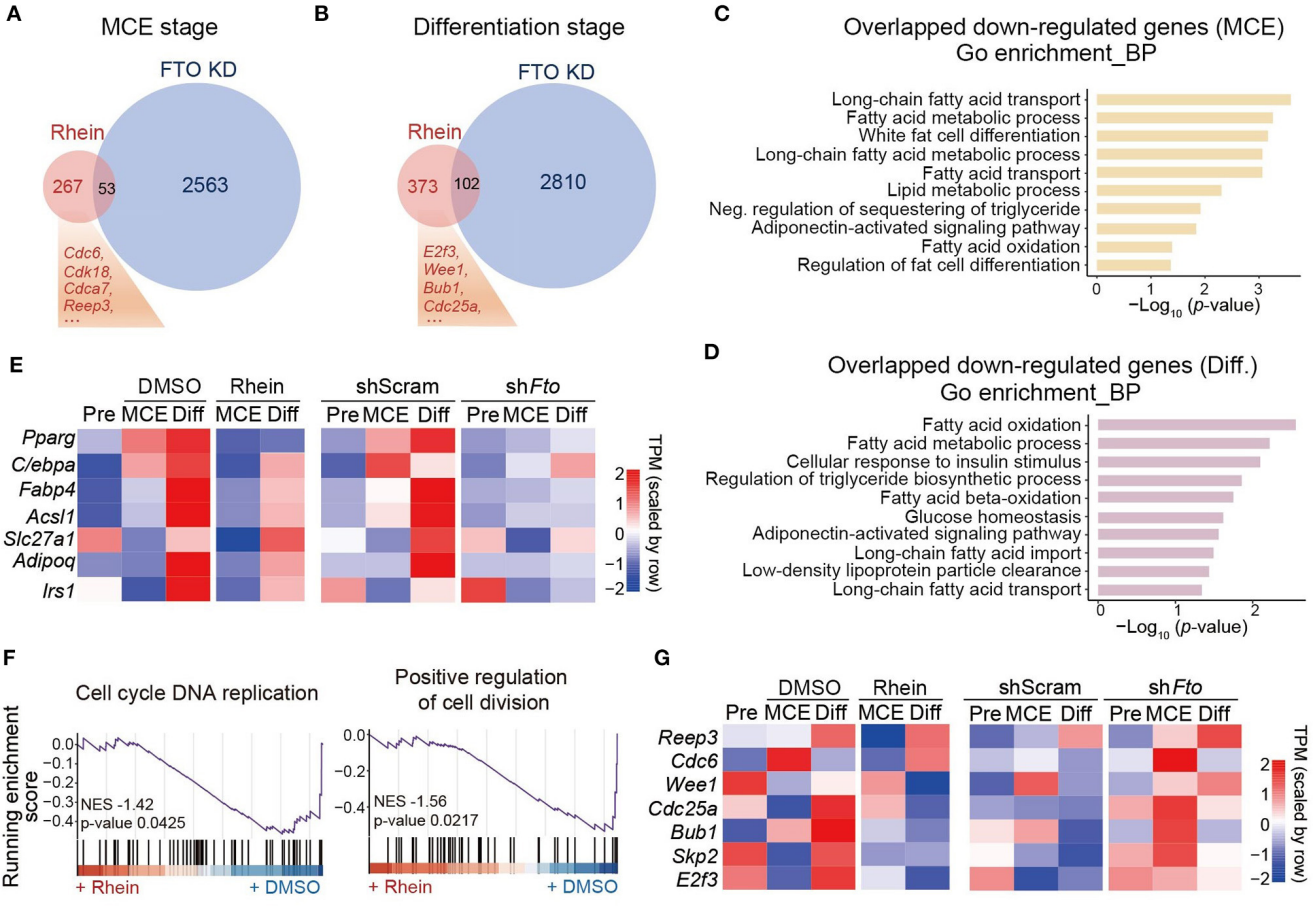
Comparative transcriptome analysis of effects of rhein treatment and fat mass and obesity-associated (*Fto*) depletion on adipogenesis. **(A)** Venn diagram showing the overlap of downregulated genes in cells lacking *Fto* or treated with rhein at the MCE stage. **(B)** Venn diagram showing the overlap of downregulated genes in cells lacking *Fto* or treated with rhein at the differentiation stage. **(C,D)** The Gene Ontology (GO) analysis of common downregulated genes in rhein-treated and sh*Fto* cells collected at the MCE stage or the differentiation stage. **(E)** Heatmap showing expression of genes responsible for adipocyte formation in rhein-treated cells and *Fto* knockdown cells at the distinct stages. **(F)** The gene set enrichment analysis plots for rhein-regulated genes, as determined by RNA-seq. **(G)** Heatmap showing expression of genes responsible for mitosis in rhein-treated and sh*Fto* cells at the distinct stages.

We, therefore, focused on the genes that are specifically downregulated in the rhein-treated group. As overlapped genes, rhein-specific downregulated genes were associated with positive regulation of fat cell differentiation by using the GSEA (Supplementary Figures 4C,D). In addition, the GSEA analysis also revealed that these genes participated in the cell cycle and cell division pathway (Figure 2F), suggesting that rhein treatment might disturb mitotic progression. We further took a close look at the mitotic-related genes. In contrast to the adipogenic genes, they were obviously downregulated upon rhein treatment rather than FTO deficiency, especially at differentiation stage (Figure 2G). These observations collectively indicate that besides minimal FTO-dependent regulatory genes, rhein could limit the expressions of FTO-independent mitotic genes as well to attenuate the adipocyte formation.

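All 7 mitotic genes of Figure 2G had a higher mean in shFto than in shScram cells at the differentiation stage, and 6 did at the MCE stage. Over all genes tested, 3 passed an adjusted p of 0.05 at each stage, and 5 did adjusted over the list alone. Over 11 settings the former count was 3 to 6 at the MCE stage and 3 to 5 at the differentiation stage. The study chose these genes from its own libraries. Besides the genes given above, Skp2 (chromosome 15, 9111985 to 9155425, GRCm38) rose from 13.0 ± 1.41 to 22.5 ± 2.84 TPM at the differentiation stage (SD, n = 2 each; log2 fold change 0.75, standard error 0.17, limma adjusted p = 0.016), and it is uncertain because it overlaps Lmbrd2 on the opposite strand. A list of 31 mitotic genes written before the data were examined had a median log2 fold change of 0.85 at the differentiation stage, where 29 members were higher (camera adjusted p = 3.17e-10, which holds under fry and with an estimated correlation). Of these genes 20 passed over all genes tested (18 to 27 over the settings) and 24 adjusted over the list alone. At the MCE stage the median was 0.10, with 18 members higher (adjusted p = 0.467, which fell under 0.05 in fry alone of 13 settings). Quantile normalization turned this median to -0.02. The list held 9 genes of DNA replication, with a median of 0.91 at the MCE stage, and 22 genes of cell division, with -0.18. Of these 22, 13 were lower in shFto cells, 3 of them with a limma adjusted p under 0.05. The median of the whole list therefore does not show that division genes were unchanged. The libraries of rhein-treated cells, the other side of the contrast in Figure 2G, were not analysed here. From the lower expression of mitotic genes upon rhein treatment rather than FTO deficiency, the paper proposes that rhein could limit mitotic genes independently of FTO.

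**Figure D3:**
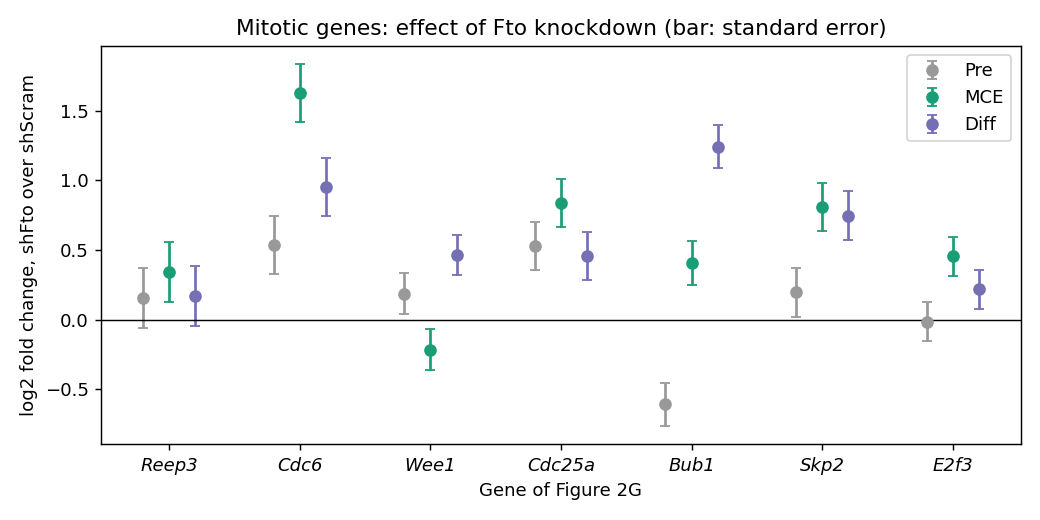
Log2 fold change of shFto over shScram cells (y axis) for the 7 genes of Figure 2G (x axis) at each stage. Points are limma estimates from 2 libraries per group and bars are standard errors. All 7 points of the differentiation stage lie above 0, from 0.17 for Reep3 to 1.24 for Bub1.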

### Rhein Retards the Mitotic Clonal Expansion Progression During Adipogenic Differentiation

We have shown that rhein treatment results in remarkable reduced expressions of genes involved in the mitotic pathway. To confirm whether rhein plays a role in the regulation of MCE progression, we detected two typical mitotic markers, cyclin A and cyclin B1, during MDI-induced adipogenic formation. As shown in Figure 3A, both cyclin A and cyclin B1 proteins accumulated at highest levels at 24 h after the addition of MDI medium (Figure 3B). The presence of rhein delayed the maximal induction of cyclin proteins with their expression peaks at 48 h, suggesting that rhein treatment retards the progression of the cell cycle.

**Figure 3:**
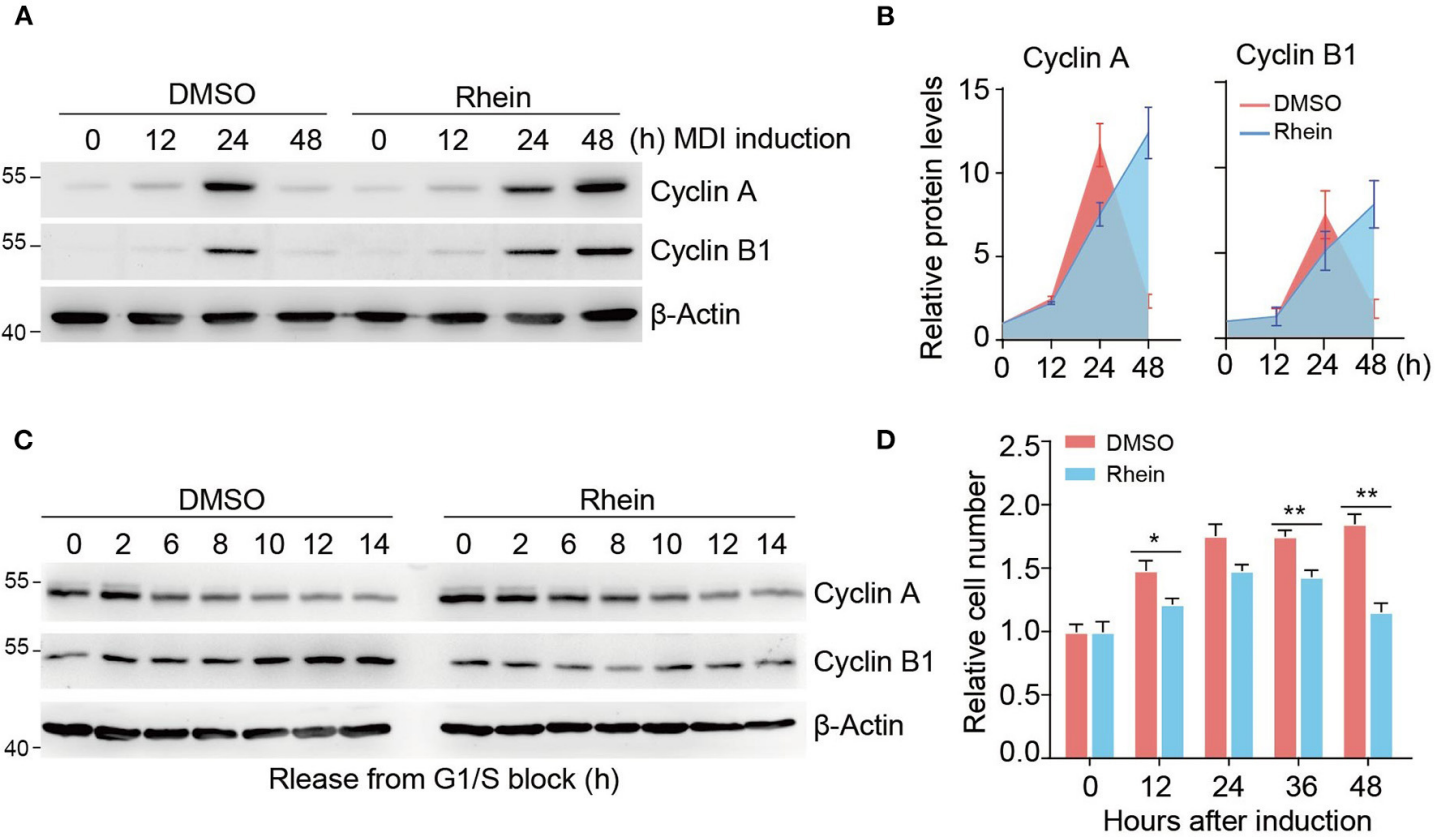
Rhein impairs the MCE progression during differentiation. **(A)** Immunoblotting of cell-cycle markers during MCE. Cells cultured in the MDI medium with or without rhein were collected at indicated time points for analysis. **(B)** Quantification of protein levels shown in **(B)**. Error bars, mean ± SEM; *n* = 3 biological replicates. **(C)** Immunoblotting of cell-cycle markers in cells released from G1/S boundary. Cells were arrested by using double thymidine block, released into fresh medium, and harvested at the indicated time points. **(D)** The effect of rhein on cell proliferation during MCE. Growth-arrested preadipocytes were induced by MDI medium and cell number was determined at indicated time points. Error bars, mean ± SEM; *n* = 6 biological replicates; *p < 0.05, **p < 0.01.

To further validate the functional role of rhein in the regulation of mitotic progression, we initially synchronized 3T3-L1 cells at G1/S boundary by using a double thymidine block. After release by addition of fresh medium, cells went through the cell cycle synchronously from the G1/S boundary to mitosis until the subsequent G1 phase. In the absence of rhein, levels of both cyclin expression fluctuated during the cell cycle. Specifically, the cyclin A protein was present at low levels at 6 h, while cyclin B1 abundance increased gradually (Figure 3C). Intriguingly, rhein treatment at the MCE stage remarkably prolonged cyclin A degradation and retarded cyclin B1 expression, highlighting the negative function of rhein in the regulation of cell cycle progression. Further supporting this notion, rhein-treated 3T3-L1 cells proliferated more slowly compared to the control cells (Figure 3D). Collectively, these results provide strong evidence indicating that rhein retards the MCE progression to suppress adipogenic differentiation.

### Rhein Reshapes the Landscape of *N^6^*-Methyladenosine Methylome

We next characterized the m^6^A dynamics during the adipogenesis process. As shown in dot blot assay (Supplementary Figure 5A), m^6^A levels underwent dynamic increase during adipogenic differentiation, which is consistent with the previous study (26). Global m^6^A methylome analysis revealed typical enrichment of m^6^A in 3′ untranslated region (UTR) and near stop codon along the transcripts at the three different stages during adipogenesis (Figure 4A). Besides, *de-novo* motif analysis by using program Multiple Em for Motif Elicitation (MEME) identified the consensus sequence “GGAC” (Figure 4B). Surprisingly, a close inspection of methylomes showed that m^6^A read density increased dramatically at 5′ UTR, but not 3′ UTR or coding regions (CDs) of mRNAs during adipogenic differentiation (Figure 4A). Consistent with this, the percentage of m^6^A peaks within 5′ UTR was relatively high at the later two stages compared to the growth arrest stage (Supplementary Figure 5B). Altogether, these results suggest that m^6^A plays crucial roles in the regulation of adipogenic formation.

**Figure 4:**
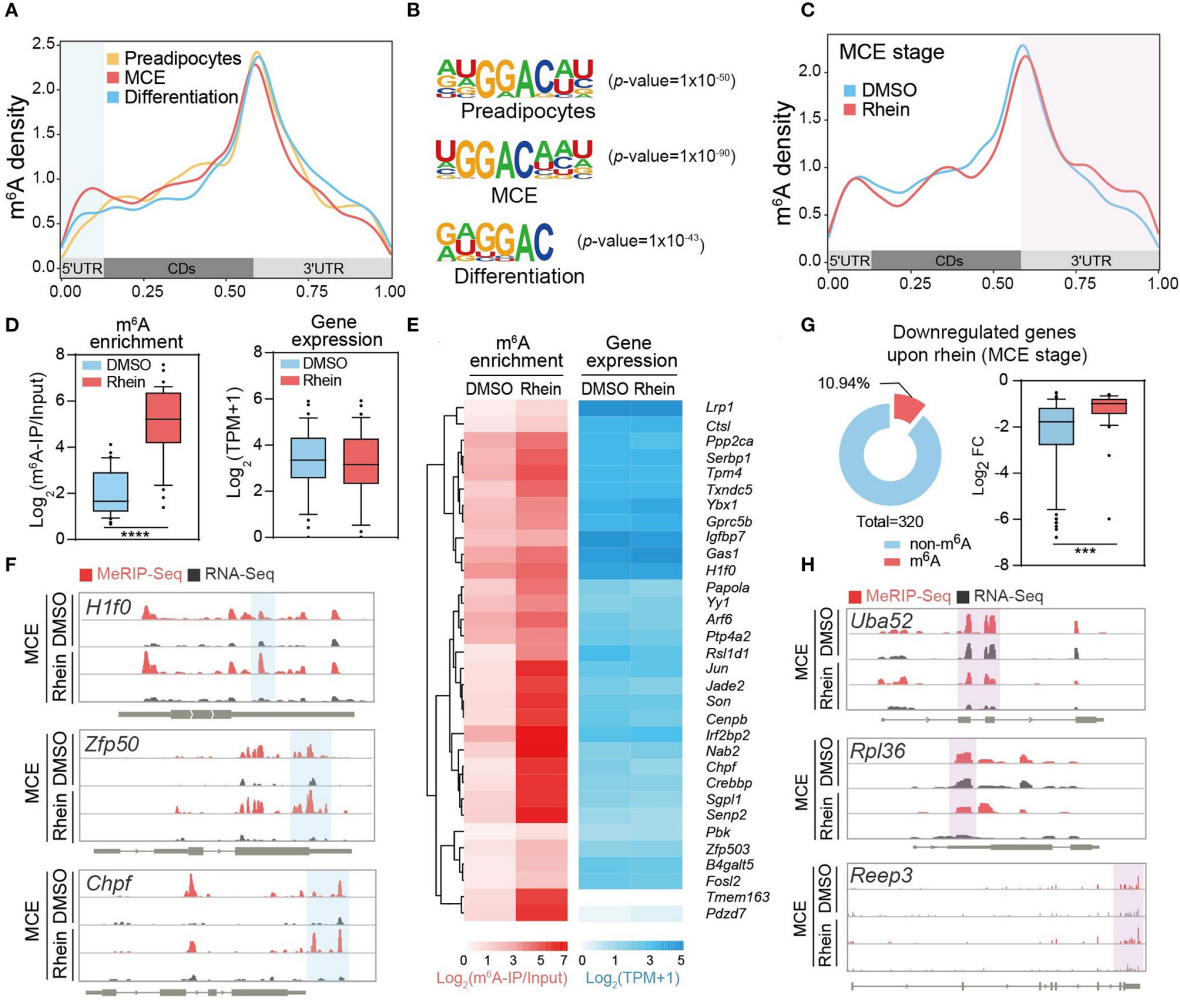
Rhein rearranges the landscape of *N*^6^-methyladenosine (m^6^A) methylome. **(A)** Metagene profiles of m^6^A distribution across the transcriptome of cells at the preadipocytes, the MCE stage, or the differentiation stage, respectively. **(B)** Sequence logo representing the consensus motif relative to m^6^A at the various stages in response to rhein or DMSO, respectively. **(C)** Metagene profiles of m^6^A distribution across the transcriptome of cells treated with DMSO or rhein at the MCE stage. **(D)** Box plot showing the fold changes of m^6^A enrichment and RNA levels in genes with elevated m^6^A levels (fold change > 2) upon rhein treatment. **(E)** Heatmap showing m^6^A enrichment and expression levels of genes with increased m^6^A at the MCE stage upon rhein treatment. **(F)** Examples of rhein-regulated m^6^A peaks. In an Integrative Genomics Viewer (IGV) format, normalized m^6^A-IP and input control coverage are shown in red and gray, respectively. Exons are represented by thick black boxes; 5′ and 3′ untranslated regions (UTRs) are represented by thin black boxes; introns are represented by thin lines. **(G)** Ring chart showing the ratio of m^6^A-modified transcripts in genes downregulated by rhein at the MCE stage. Box plot showing the fold changes of RNA levels in genes (fold change > 2) downregulated by rhein treatment. **(H)** Examples of m^6^A-independent transcriptional downregulation. In an IGV format, normalized m^6^A-IP and input control coverage are shown in red and gray, respectively. Exons are represented by thick black boxes; 5′ and 3′ UTRs that are represented by thin black boxes; introns are represented by thin lines. ***p < 0.001, ****p < 0.0001.

We tend to investigate how rhein regulates the global m^6^A methylome. As a potential FTO inhibitor, rhein treatment triggered an increased abundance of m^6^A, but not dysregulated expressions of m^6^A writer and eraser proteins (Supplementary Figures 6A,B), suggesting that rhein mainly interferes with the catalytic activity rather than protein abundance of FTO. We focused on the comparative m^6^A methylome in the presence and absence of rhein at the MCE stage, as rhein treatment substantially suppresses the mitotic progression. Unexpectedly, global m^6^A peak analysis revealed a specific increase of m^6^A read density at 3′ UTR after rhein treatment (Figure 4C), suggesting that rhein and differentiation signal possibly perturb the global m^6^A methylome in a distinct manner.

### Rhein Separately Modulates RNA Methylation and Adipogenesis

Next, we sought to assess whether rhein modulates gene expression in an m^6^A-dependent manner. As rhein may also induce the upregulation of m^6^A levels at the other regions of individual transcripts through acting on FTO, we analyzed all the mRNAs with significantly increased m^6^A at any regions upon rhein. These transcripts showed similar abundance before and after rhein treatment (Figure 4D). Individually, the majority of m^6^A-containing transcripts were insensitive to be dysregulated upon rhein such as *H1f0, Zfp50*, and *Chpf* (Figures 4E,F). On the other hand, we deeply analyzed the 320 MCE stage-specific rhein-downregulated transcripts, which are involved in the mitotic pathway. Only 10.94% of these mRNAs contained m^6^A peaks (Figure 4G), while the majority of transcripts did not bear m^6^A peaks as exemplified by *Uba52, Rpl36*, and receptor expressing enhancing protein 3 (*Reep3)* (Figure 4H). Furthermore, m^6^A-bearing transcripts were much less sensitive to rhein compared to non-m^6^A transcripts (Figure 4G). Collectively, the available evidence suggests that rhein modulates global RNA methylation landscape and adipogenic differentiation in a separate manner.

### Receptor Expressing-Enhancing Protein 3 Is Required for Adipogenic Differentiation

We focused on one of m^6^A-indepdendent targets of rhein, REEP3. We initially examined *Reep3* expression levels in cells cultured in the presence of rhein. At the MCE stage, the expression of *Reep3* increased gradually in the control cells (Figure 5A). Upon rhein treatment, its expression levels substantially reduced in a dose-dependent manner (Figures 5A,B).

**Figure 5:**
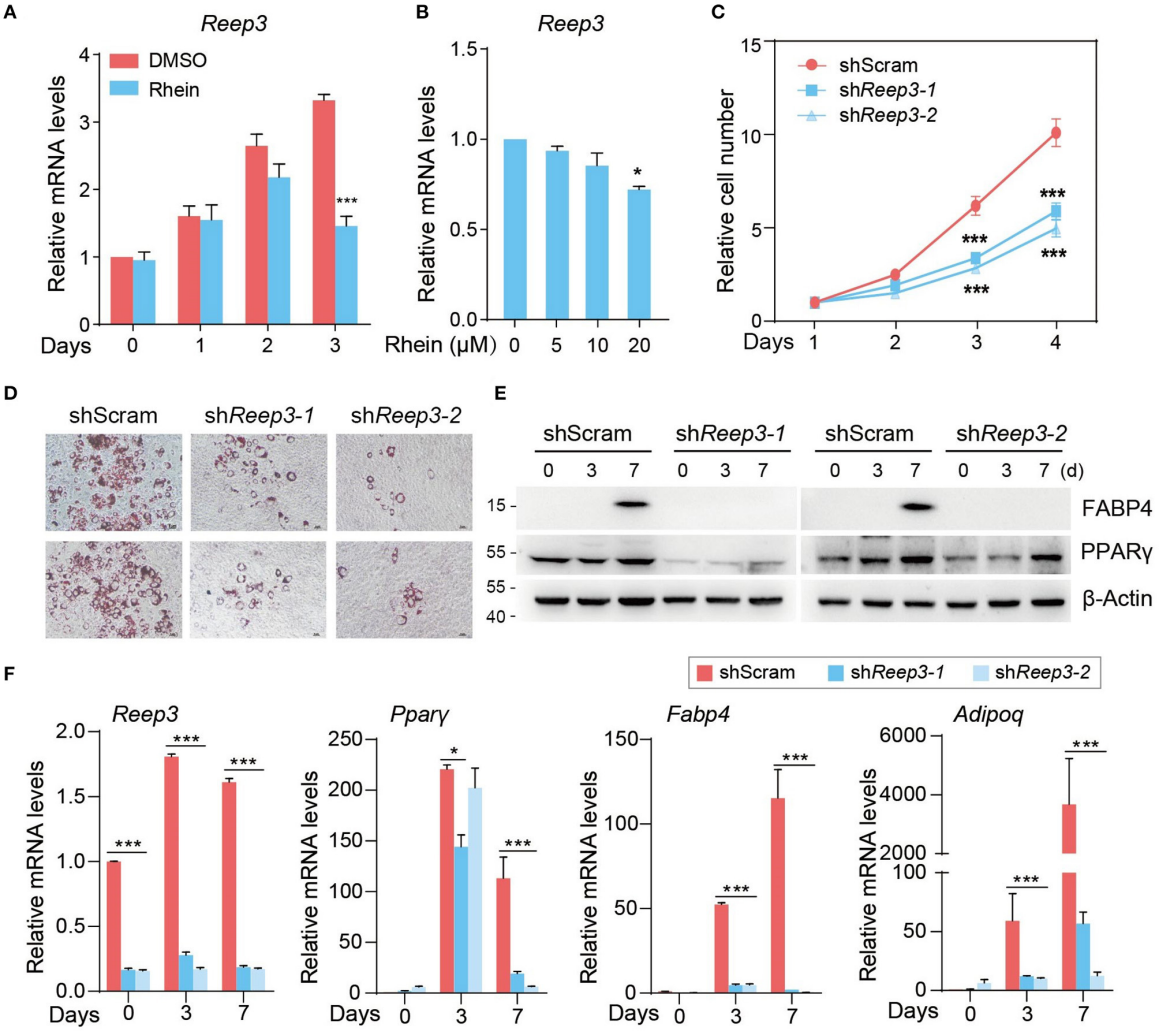
Receptor expressing-enhancing protein 3 (REEP3) is essential for efficient adipocyte differentiation. **(A)** Relative mRNA levels of *Reep3* under DMSO or rhein treatment during the MCE stage. Error bars, mean ± SEM; *n* = 4 biological replicates; ***p < 0.001. **(B)** Effect of rhein treatments with various concentrations on mRNA levels of *Reep3*. Error bars, mean ± SEM; *n* = 4 biological replicates; *p < 0.05. **(C)** The proliferation rate of shScram and sh*Reep3*3 cells. Error bars, mean ± SEM; *n* = 3 biological replicates; ***p < 0.01. **(D)** The adipogenic phenotypes of sh*Reep3* and shScram cells. Lipid accumulation was assessed by using Oil Red O staining; scale bars, 5 μm. **(E)** Western blotting of fatty acid-binding protein 4 (FABP4) and peroxisome proliferator-activated receptor γ (PPARγ) in sh*Reep3* and shScram cells. **(F)** Relative mRNA levels of *Reep3, Ppar*γ, *Fabp4*, and adiponectin (*Adipoq*) in knockdown (sh*Reep3-1 and* sh*Reep3-2*) and control (shScram) cells. Error bars, mean ± SEM; *n* = 4 biological replicates; *p < 0.05, ***p < 0.001.

To address the role of *Reep3* in regulating adipogenesis, we generated 3T3-L1 cells depleting *Reep3*. As determined by the cell proliferation assay, knockdown of *Reep3* obviously slowed down the cell proliferation rate (Supplementary Figure 7 and Figure 5C). As shown in adipogenic formation assay, ~60–70% control cells were able to differentiate into adipocytes, as determined by ORO staining (Figure 5D). Remarkably, depleting of *Reep3* resulted in severe adipogenesis defects with dramatic reduction of lipid droplets accumulation (Figure 5D). Consistent with the phenotype, knockdown of *Reep3* significantly downregulated the adipogenesis marker genes *Ppar*γ, *Fabp4*, and *Adipoq* (Figures 5E,F). Altogether, these data indicate that REEP3 plays an essential role in driving adipogenic differentiation.

## Discussion

Adipogenesis is defined as the differentiation process from preadipocytes to adipocytes, which undergoes growth arrest of the preadipocytes, accumulation of lipid droplets, and generation of mature adipocytes with specific morphological and biochemical properties (42, 43). This process is accompanied by dramatic transcriptional activation of adipocyte genes including adipocyte FABP and lipid-metabolizing enzymes. MCE after growth arrest occurring within 48 h of adipogenic stimulation is considered as a vital period to support cell growth and induce adipogenic gene expression (8, 44, 45). Rhein is a naturally occurring anthraquinone with a variety of potential pharmacological uses (46), while its functional role in adipogenic differentiation is still largely unknown. We initially characterized the phenotypic effect of rhein on adipogenesis. Intriguingly, treatment of rhein at MCE rather than other stages attenuates 3T3-L1 differentiation with dramatically reduced accumulation of lipid droplets and expressions of adipocyte genes (Figures 1A–F). Rhein predominantly targets the genes highly expressed at the mitotic stage. Supporting this notion, rhein-downregulated genes are associated with the regulation of cell cycle and cell division by using transcriptomic analysis (Figures 2A,F). Moreover, based on the experimental data of cell cycle synchronization, we found that rhein treatment significantly retarded mitotic progression with delayed expressions of mitotic marker proteins, cyclin A and cyclin B1 (Figures 3A–D). Different from its action on adipogenic formation, rhein has been found to inhibit the growth and induce the apoptosis of various cancer cells through interfering ERK1/2, JNK/Jun/caspase, or other pathways (47–52). However, the direct target proteins of rhein in the cell cycle or apoptosis need to be further investigated.

Rhein has been identified to directly bind with FTO and suppresses its demethylase activity (19). We, therefore, compared the transcriptomic response of 3T3-L1 differentiation to rhein treatment and *Fto* depletion in parallel. FTO knockdown or rhein supply suppresses adipogenic differentiation to a similar extent. Surprisingly, only a small subset of genes is commonly downregulated in rhein- and sh*Fto*-treated cells (Figures 2A,B), suggesting that rhein mainly influences adipogenesis independent of regulating FTO activity or functionality. As rhein has also been reported to potentially interact with other AlkB family proteins (12), it will be very interesting to explore whether rhein could target other AlkB proteins to regulate adipogenic formation.

*N*^6^-methyladenosine emerges as an internal modification located on mRNA and non-coding RNAs. Through mediating mRNA stability, translation, and splicing, m^6^A plays crucial roles in the regulation of a broad spectrum of physiological processes including preadipocytes differentiation (53, 54). Knockdown of primary m^6^A demethylase FTO downregulates Janus kinase 2 (*Jak2*) expression in an m^6^A-dependent manner, resulting in suppression of CCAAT/enhancer-binding protein β (*C/ebp*β) expression and adipocyte differentiation (55). Moreover, FTO might exhibit the adipogenesis-promoting effects *via* m^6^A-dependent stability regulation of crucial autophagy factor *Atg5* and *Atg7* (29). Conversely, deficiency of core m^6^A methyltransferase appears to facilitate the progression of adipogenic formation (26). Consistent with the critical function of m^6^A in the adipogenesis process, we found that m^6^A peaks underwent dynamic changes at the different stages of differentiation with a specific increase at 5′ UTR (Figure 4A). The exact functional roles of the boosted 5′ UTR methylation need to be further studied.

We further assume that rhein modulates RNA methylation and adipogenic differentiation potential in an independent manner. There are at least two pieces of evidence supporting this hypothesis. First, the transcripts with upregulated m^6^A levels upon the FTO inhibitor showed similar abundance in the presence and absence of rhein treatment (Figures 4D–F). Second, in the group of 320 rhein-downregulated genes, only a small subset of transcripts bears m^6^A peaks. Furthermore, m^6^A-containing mRNAs were much less sensitive to rhein compared to non-m^6^A transcripts (Figures 4G,H). Perhaps the most exciting finding is the identification of a novel regulator in adipogenic differentiation. REEP3, an endoplasmic reticulum (ER) protein, has been reported to facilitate the correct progression of mitosis, proper nuclear envelope architecture, and maintenance of tubular ER morphology (56, 57). We found that REEP3 was required for driving the expression of adipogenic genes and adipogenic formation (Figure 5). It is very possible that REEP3 guides the proper adipogenic differentiation by targeting MCE progression.

## Conclusion

This study systematically showed the transcriptomic and epitranscriptomic response of the adipocyte differentiation to the phytochemical rhein. It dramatically suppresses adipogenesis at a specific stage in a dose-dependent manner. Additionally, rhein modulates m^6^A methylome rearrangement and adipogenic differentiation in a separate manner. Further, we have identified a novel ER-associated regulator REEP3, which promotes adipogenesis in a m^6^A-independent manner and provides a potential therapeutic target for obesity research.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Author Contributions

X-ML and JuZ conceived the project and wrote the manuscript. LH and XZ performed most of the experiments. JZha and XM conducted the high-throughput sequencing data analysis. QL and JG conducted the FTO knockdown-related experiments. JiZ helped with cell culture and data collection. All authors discussed the results and edited the manuscript.

## Funding

This work was supported by grants from the National Natural Science Foundation of China (81974527 and 32070868) and the Natural Science Foundation of Jiangsu Province, China (BK20190553 and BK20211219).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: The Phytochemical Rhein Mediates M6A-Independent Suppression of Adipocyte Differentiation
**Source:** Front Nutr. 2021 Nov 1;8:756803. doi: 10.3389/fnut.2021.756803
**Supplement:** Supplementary file 1

# **The Phytochemical Rhein Mediates m<sup>6</sup>A-Independent Suppression of Adipocyte Differentiation**

Linyuan Huang<sup>1†</sup>, Jun Zhang<sup>1†</sup>, Xinyun Zhu<sup>1†</sup>, Xue Mi<sup>1</sup>, Qiujie Li<sup>1</sup>, Jing Gao<sup>1</sup>,  
Jianheng Zhou<sup>1</sup>, Jun Zhou<sup>1,2\*</sup> and Xiao-Min Liu<sup>1\*</sup>

Zhou)

†These authors contributed equally.

**Running title:** Rhein suppresses adipocyte differentiation

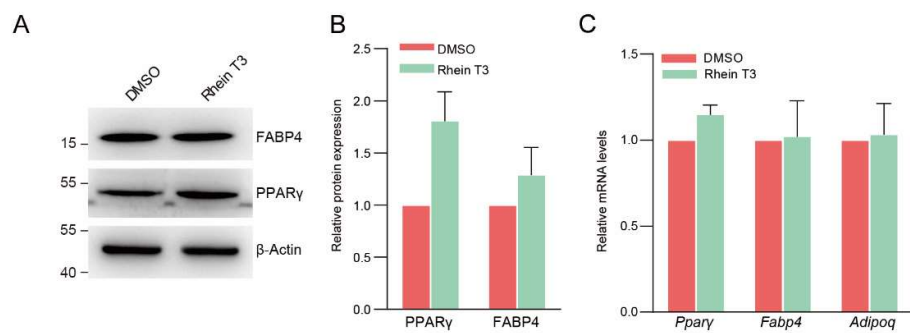

**Fig. S1: Long-term rhein treatment shows minor impacts on adipocyte differentiation.** **A** Western blotting of adipogenesis markers. Cells were treated with DMSO or rhein through the MCE and the differentiation stages. Final-differentiated cells were collected for analysis. **B** Quantification of protein levels shown in western blotting. Error bars, mean ± SEM; n = 3 biological replicates. **C** Relative mRNA levels of adipogenesis markers under DMSO or rhein treatment. Error bars, mean ± SEM; n = 4 biological replicates.

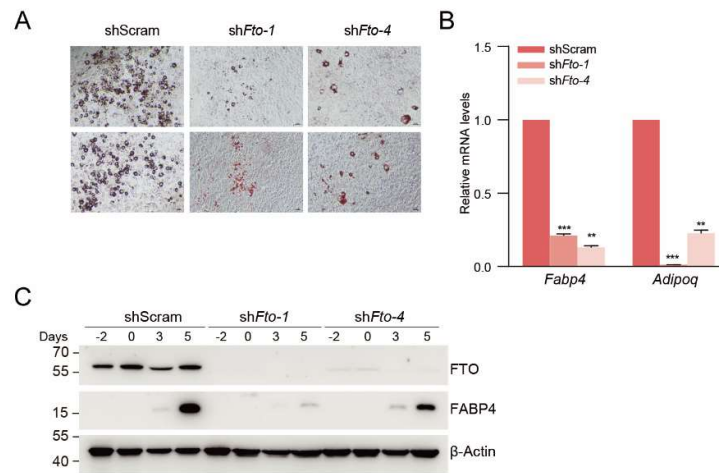

**Fig. S2: *Fto* knockdown suppresses adipogenesis.** **A** The adipogenic phenotypes of *Fto* knockdown and Scramble cells. Lipid accumulation was assessed using Oil Red O staining; Scale bars, 5μm. **B** Relative mRNA levels of adipogenesis markers in shScram and sh*Fto* cells. Error bars, mean ± SEM; n = 4 biological replicates; \*\*p < 0.01, \*\*\*p < 0.001. **C** Western blotting of adipogenesis markers. shScram and sh*Fto* cells were induced to generate adipocytes by standard MDI medium, and final differentiated cells were collected for analysis.

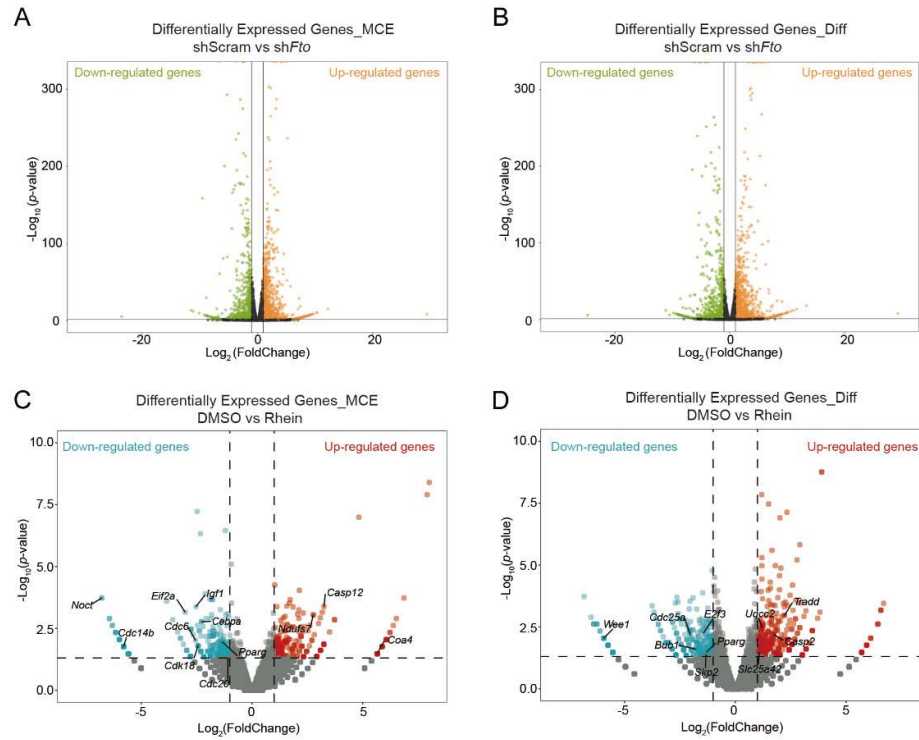

**Fig. S3: *Fto* knockdown and rhein influence transcriptome.** **A and B** Volcano plot showing differentially expressed genes (DEGs) in shScram or sh*Fto* cells collected at the MCE stage or the differentiation stage, respectively. **C and D** Volcano plot showing DEGs in DMSO or rhein-treated cells collected at the MCE stage or the differentiation stage, respectively. For both A and B, orange dots represent significantly up-regulated DEGs, and green dots represent significantly down-regulated genes. For both C and D, red dots represent significantly up-regulated DEGs, and blue dots represent significantly down-regulated genes.

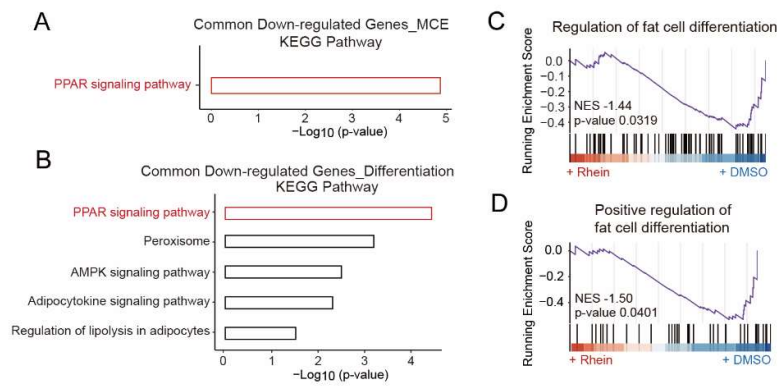

**Fig. S4: Rhein altered expression levels of mitotic-related genes.** **A and B** KEGG pathway analysis of common down-regulated genes in rhain-treated and *Fto* knockdown cells collected at the MCE stage and the differentiation stage, respectively. **C and D** Gene-set enrichment analysis plots for rhain-regulated genes, as determined by RNA-seq.

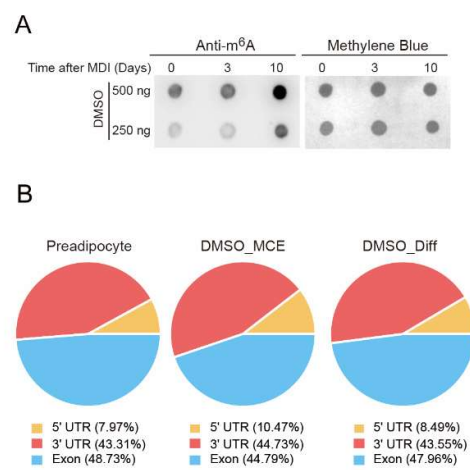

**Fig. S5: m<sup>6</sup>A methylome altered during adipogenesis.** **A** m<sup>6</sup>A dot blotting represents m<sup>6</sup>A levels across adipogenesis. **B** Pie chart presenting fractions of m<sup>6</sup>A peaks in different transcript segments.

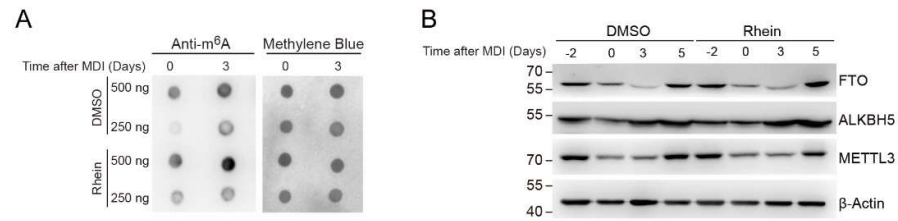

**Fig. S6: Impacts of rhein on m<sup>6</sup>A installation at distinct stages of adipogenesis. A** m<sup>6</sup>A dot blotting represents m<sup>6</sup>A levels under DMSO or rhein treatment on day 0 and day 3. **B** Western blotting of m<sup>6</sup>A vital regulators. Cells were treated with DMSO or rhein and collected at indicated time points for analysis.

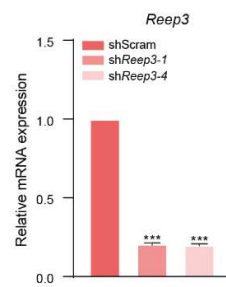

**Fig. S7: Knockdown efficiency of sh*Reep3*.** Relative mRNA levels of *Reep3* in shScram and sh*Reep3* cells. Error bars, mean  $\pm$  SEM; n = 6 biological replicates; \*\*p < 0.01, \*\*\*p < 0.001.

**Table S1. Sequences of qPCR primers**

| Gene                                | Species             | Sequences (5'-3')       |
|-------------------------------------|---------------------|-------------------------|
| <i>Actb</i> -Fwd                    | <i>Mus musculus</i> | TTACTGCTCTGGCTCCTAGC    |
| <i>Actb</i> -Rev                    | <i>Mus musculus</i> | CCTGCTTGCTGATCCACATC    |
| <i>Ppar<math>\gamma</math></i> -Fwd | <i>Mus musculus</i> | TGTTATGGGTGAAACTCTGGG   |
| <i>Ppar<math>\gamma</math></i> -Rev | <i>Mus musculus</i> | AGAGCTGATTCCGAAGTTGG    |
| <i>Fabp4</i> -Fwd                   | <i>Mus musculus</i> | GACAGGAAGGTGAAGAGCATC   |
| <i>Fabp4</i> -Rev                   | <i>Mus musculus</i> | GTCACGCCTTTCATAACACATTC |
| <i>Adipoq</i> -Fwd                  | <i>Mus musculus</i> | TCAACGACTCTACATTTACTGGC |
| <i>Adipoq</i> -Rev                  | <i>Mus musculus</i> | TCGACTGTTCCATGATTCTCC   |
| <i>CyclinA</i> -Fwd                 | <i>Mus musculus</i> | GTCCTTGCTTTTGACTTGGC    |
| <i>CyclinA</i> -Rev                 | <i>Mus musculus</i> | ACGGGTCAGCATCTATCAAAC   |
| <i>CyclinB1</i> -Fwd                | <i>Mus musculus</i> | GACTCCCTGCTTCCTGTTATG   |
| <i>CyclinB1</i> -Rev                | <i>Mus musculus</i> | GCTGCATACTTGTTCTTGACAG  |
| <i>Reep3</i> -Fwd                   | <i>Mus musculus</i> | AAGATGGAAGTGAGCAGACAG   |
| <i>Reep3</i> -Rev                   | <i>Mus musculus</i> | TTTAGTGAGCCATACCGCAC    |

How the deposited data were processed for this re-analysis (not part of the article)

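Fragmented total RNA of 3T3-L1 cells with a control hairpin (shScram) or a hairpin against Fto (shFto) was sequenced at 3 stages, as preadipocytes, at mitotic clonal expansion and after differentiation, with 2 libraries in each of 6 groups. The libraries were assigned to groups by their titles. For replicate 1 of shScram at the differentiation stage the treatment entry names the knockdown, and the title was followed. Libraries of rhein-treated cells and of immunoprecipitated RNA were not used here.

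The authors trimmed the reads with Trim Galore 0.6.5, aligned them to GRCm38 with HISAT2 2.1.0 and deposited TPM values per gene from StringTie 2.1.4 with the annotation of Ensembl release 102. For their own DEGs the authors used DESeq2 on counts, with a fold change over 2 or under 0.5 and p under 0.05. Counts were not used here, so that test was not repeated. TPM keeps no sequencing depth, so the depth per library is unknown, and 2 libraries per group limit the precision. The number of genes above 0 per library was 20853 to 24018. Whether the counting used strand is not stated in the paper's text, so overlapping genes are reported as uncertain.

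From these values, log2(TPM + 1) was computed. Of 55487 genes, 15968 had a TPM of 1 or more in at least 2 of 12 libraries and were tested with limma 3.58.1 in R 4.3.3 (lmFit with a mean per group, eBayes with a trend), two-sided, with Benjamini-Hochberg adjustment. Differences between stages in the effect of the knockdown were tested as interaction contrasts. Gene lists were tested with camera at a preset correlation, adjusted over 12 tests of 4 lists (adipocyte, mitotic, fibroblast and interferon-stimulated genes) at 3 stages. A list of 12 m6A regulators was summarised without a list test. Fto was tested by an exact permutation within stages. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Of the gene identifiers, 99.5% were found in GENCODE release M21, which gave coordinates on GRCm38, and 15928 of the tested genes had a GC value. No library pair held identical values.

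The named genes are those the paper names for the Fto knockdown or its discussion, and at the MCE and differentiation stages the 3 genes with the highest and the 3 with the lowest log2 fold change among genes with an adjusted p under 0.05, a fold change over 2, a mean TPM of 5 or more and no overlap between the lines. This rule, the designs, the lists and the alternatives were written before the data were examined, apart from those said to be chosen later. The alternatives were another pseudocount, filters on low values, scaling between libraries, the libraries in the fit, the estimate of the spread, the replicate number as a block, other list tests and each library left out. A correction for GC content, a fit on 11 libraries and combined settings were added later. Zfp50, which the paper names, was not found under that symbol in the table. Another gene that the paper names is not reported here.

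The tests were checked on simulated data for 15968 genes. Of 200 genes changed by a log2 value of 2, 172 were called at the adjusted threshold and 198 at the unadjusted one, while 7 and 106 unchanged genes were called. Of 100 unchanged lists, 2 had a camera p under 0.05 and 4 a fry p under 0.05. The simulated genes varied independently of each other, with the same spread in all groups. These rates therefore do not cover correlation between genes or an outlying library, and cannot show that the preset correlation suits the real lists.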

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

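The tests of a mislabelled library and of uninduced cells were chosen only after the result was seen.

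Replicate 1 of the shScram preadipocytes stood apart from replicate 2, and it enters every comparison with that stage. The log2 difference between these libraries followed the GC content of the transcripts (Spearman rho -0.70 across 15928 genes, which are not independent replicates). In the other pairs rho was -0.21, 0.36, 0.33, -0.01 and 0.02. A limit of 0.2 for these pairs had been predicted and was passed by 3 of them, so a GC trend is not peculiar to this pair, but it is larger there. Transcript length (rho 0.0968) and the mitochondrial share (r 0.939 without mitochondrial genes) did not account for the gap. Correction for GC content raised r to 0.966, which is still below the 0.990 of the lowest other pair, so GC content is unlikely to be the whole cause. The library correlated less with any library of another group (highest r 0.903) than with its replicate, which argues against an exchange of labels. What else sets it apart stays open.

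The paper gives no DEGs for preadipocytes, where 2402 genes passed its thresholds, 702 lower and 1700 higher in shFto cells. This count is larger than at the later stages. After GC correction 1399 genes passed, and with only the libraries of that stage in the fit 1517 passed unadjusted and 0 passed adjusted. Fto itself, at 9.96% of its shScram level in preadipocytes, did not pass adjusted in that fit. The 0 of that fit therefore cannot tell whether the differences are real. Without replicate 1 of shScram, 1200 genes differed more than 2-fold, against 2542 with it and 5036 without replicate 2. Much of the excess at this stage may therefore come from that library. The part left after correction cannot be assigned to a cause by these data, and an effect of Fto before induction stays open as an untested hypothesis.

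The effect of the knockdown differed from that in preadipocytes in 816 genes at the MCE stage and 1224 at the differentiation stage (interaction contrasts, adjusted p under 0.05). Among the named genes, 9 differed at the MCE stage and 16 at the differentiation stage, including Fabp4 (-2.70) and Adipoq (-3.72) at the latter. Of these, 6 and 8 had been picked for the largest changes at those stages, which favours such a difference. For the lists, the median interaction at the MCE stage was -0.84 for adipocyte, 0.22 for mitotic, 0.49 for fibroblast and 1.07 for interferon-stimulated genes. At the differentiation stage it was -1.41 for adipocyte, 1.08 for mitotic and 1.21 for interferon-stimulated genes, and 0.06 (adjusted p = 0.939) for fibroblast genes. All of these contrasts include the outlying library. With GC correction the gene counts were 1328 and 1866, and with only the libraries of each contrast they were 239 and 414, so their size depends on how that library is treated. A stage-dependent effect of Fto is the biological explanation that the design names, and it was not tested apart from the hairpin.

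Fibroblast genes, a list the paper does not discuss, were higher in shFto cells, with a median log2 fold change of 0.89 at the MCE stage (11 of 16 genes higher, camera adjusted p = 0.00515) and 0.44 at the differentiation stage (12 of 16, adjusted p = 0.0427). The preadipocyte median was 0.66 (adjusted p = 0.0697), and it was 0.35 without replicate 1 of shScram. The members went both ways, from -1.32 for Dlk1 to 4.14 for Acta2 at the MCE stage. With an estimated correlation neither stage passed (adjusted p = 0.37 and 0.484, ranges over 13 settings 6.6e-06 to 0.37 and 0.00543 to 0.484). No technical explanation was tested for this list apart from these settings.

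Interferon-stimulated genes, which the paper does not discuss, had a median log2 fold change of 1.68 at the MCE stage (15 of 16 genes higher) and 1.81 at the differentiation stage (16 of 16). The camera adjusted p was 1.62e-10 and 1.23e-10, but with an estimated correlation it was 0.0567 at both stages, the highest of 13 settings whose lowest was 2.24e-18. Without replicate 1 of shScram at the differentiation stage, whose labels disagree, that median was 1.46. The list was high in preadipocytes of both lines, with medians of 208.5 and 186 TPM in shScram and 194.7 and 209 TPM in shFto libraries. It fell to 4.42 and 4.21 TPM in shScram and to 25.9 and 27.6 TPM in shFto cells at the MCE stage. The median difference thus appears after the fall, but not for each member. Already in preadipocytes Rsad2 (2.11), Cxcl10 (1.88), Bst2 (1.76) and Usp18 (1.28) were higher in shFto cells and Mx1 (-1.11) and Ddx58 (-0.62) lower. These 6 of 16 had an adjusted p under 0.05 (6 adjusted over the list alone). With only the libraries of that stage 0 passed over all genes tested, where Fto did not pass either. In that fit 4 passed adjusted over the list alone (4 unadjusted). GC correction left a median of 1.70 and median-ratio scaling 1.64 at the MCE stage, which argues against both. Uninduced cells left in the shFto cultures cannot be told apart from a change within cells. If they were the source, abundant preadipocyte genes would keep at least the share that the list kept, which was 10.7% of its shFto preadipocyte level at the MCE stage. Of 1704 genes with at least 100 TPM, 9 kept less than 5.33%, where 10 had been set as the number to exclude this explanation, and the tenth lowest share was 5.46%. The prediction itself had named the lowest share, which was 1.25% for Tnnt2, a gene singled out after its value was seen. Both shares lie under 10.7%, which goes against this explanation. The tenth lowest stays above 5.33%, so the rule set for excluding it was not met, and it is left open. The hairpin or vector cannot be told apart from the loss of Fto either, because no second hairpin was analysed here. In preadipocytes, which carry the same hairpins, the median was 0.16 (camera adjusted p = 0.286, fry adjusted p = 0.0155). An effect of Fto on these genes, before or during induction, stays open as a hypothesis.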

How the results depend on the processing

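The GC correction, the fit on 11 libraries and the settings that combine no filter with a pseudocount of 0.1 were chosen after seeing the data, and the other settings before, but the counts over both stages were taken under all of them only after seeing the data. Of the main results, 356 of the recomputed values kept their direction and side of the threshold or stayed near the first value, 58 moved, 9 newly passed, 7 no longer passed and 2 reversed. For list medians with a library left out, the spread that defines a move was changed after the outcome had been seen. That change added values to those that moved and removed none. For the changes below the cause was not tested, unless the setting itself tests fewer genes or libraries.

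With a pseudocount of 0.1, DEGs at MCE numbered 2330 (1168 downregulated), genes downregulated at MCE or Diff 1659, and genes over 2-fold without a test 4172 at Pre, 3113 at MCE and 3103 at Diff. With no filter, 1280 DEGs at Pre passed the adjusted threshold. With a mean TPM of 5 or more, which tests 10800 genes, DEGs were 933 at MCE (398 downregulated, 856 adjusted) and 964 at Diff (333 downregulated, 880 adjusted) and 1388 over both (547 downregulated), those from Pre to Diff in shFto 873, and genes over 2-fold 980 and 1023. With only the libraries of the contrast, DEGs at Pre were 1517 and 0 adjusted, interactions 239 and 414, and DEGs from Pre to Diff in shScram 414. With no filter and pseudocount 0.1, DEGs were 4312 at Pre, 2995 at MCE (1531 downregulated) and 3816 at Diff (1753 downregulated) and 5391 over both (2672 downregulated), and genes over 2-fold 7022, 4986 and 6358. With the contrast libraries only in addition, adjusted DEGs at Pre were 0 (2026 unadjusted), and DEGs 2661 at MCE (1299 downregulated), 3358 at Diff (1472 downregulated) and 4886 over both (2325 downregulated).

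GC correction gave 1399 DEGs at Pre (1259 adjusted), 1474 genes over 2-fold there, and interactions of 1328 and 1866. It reversed Pparg (0.31), Cebpa (-0.43), Fabp4 (0.51), Slc27a1 (-0.16), E2f3 (0.10), Cdk18 (-0.34), Ccnb1 (0.092), Rpl36 (-0.45) and Cd36 (0.49) at Pre, and Cebpa (-0.044) and Cdk18 (-0.050) at Diff, none with an adjusted p under 0.05. Quantile normalization reversed the adipocyte list at Pre (-0.052), the mitotic list at MCE (-0.021) and Cdk18 at Pre (-0.032). It also moved the median of all genes at Pre from 0.08 to -0.05 and the DEGs there from 702 lower and 1700 higher (29.2% lower) to 983 and 1278 (43.5%). Over 11 settings, 106 values of named genes changed, 61 newly passing, 33 no longer passing and 12 reversed.

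The fibroblast list at Pre passed with no filter (0.66), median-ratio scaling (0.58), quantile normalization (0.53), mitochondrial genes left out (0.57), a robust spread estimate (0.66) and fry (0.66), and at Diff (0.44) it no longer passed with the robust estimate. Fry also passed the mitotic list at Pre (-0.14) and MCE (0.10) and the interferon list at Pre (0.16). With an estimated correlation the adipocyte (-0.39 and -1.35), fibroblast (0.89 and 0.44) and interferon lists (1.68 and 1.81) no longer passed at MCE and Diff.

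The rise from Pre to Diff of the 828 genes raised over 4-fold in shScram replicate 1 had a median of 0.40 in shFto and 0.74 in shScram replicate 2. It was 0.48 with median-ratio scaling, 0.50 with quantile normalization, 0.45 without mitochondrial genes and 0.75 with GC correction. With selection in replicate 2, 254 genes rose by 1.59 in shFto and 2.78 in shScram replicate 1. The outlying library enters both versions, through the selection of the 828 genes and through the value of 2.78.

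Across the fits that each left out one library, genes over 2-fold at Pre numbered from 1200 (without shScram replicate 1) to 5036 (without shScram replicate 2). The mitotic list ran from -0.27 to -0.086 at Pre and ran from 0.022 to 0.13 at MCE, the fibroblast list ran from 0.35 to 0.98 at Pre and the interferon list ran from 1.46 to 2.02 at Diff. Of 480 such values of named genes, 13 changed sign, 1 of them at MCE or Diff.

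With the replicate number as a block, DEGs were 2389, 1437 and 1749 and interactions 553 and 966. Same-numbered libraries did not deviate together (correlations from -0.29 to 0.17 over 15 pairs of groups), so the pairing is only of numbers. Depth is unknown for TPM, so a limit of detection for genes listed at 0 could not be set.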

Differences from the paper's values

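The paper reports over 4000 DEGs at the MCE and the differentiation stages, which can be read per stage or over both. The counts here were 1439 at the MCE stage and 1750 at the differentiation stage, and 2444 over both. They come from limma on log2(TPM + 1), and those of the paper from DESeq2 on counts, so both the test and the fold change differ. Per stage, none of the alternatives set before the data were examined closed the gap, with 933 to 2330 DEGs at the MCE stage and 964 to 2385 at the differentiation stage. Over both stages, which was recounted under these alternatives after seeing the values, a pseudocount of 0.1 gave 3506 DEGs. This is within 1.5 times 4000, the lower bound that the paper gives, but still under it. The other alternatives set before gave 1388 to 2525 and did not come within that range. With no filter and a pseudocount of 0.1, a setting chosen after the paper's values and those here had been compared, 2995 and 3816 DEGs per stage and 5391 over both were within that range. With only the libraries of the contrast in addition, also chosen after seeing the values, the differentiation stage gave 3358 and both stages together 4886, which were within it, while the MCE stage gave 2661 and was not. Every count of DEGs per stage stayed under 4000, while 5391 and 4886 over both stages exceeded it. Counted by fold change alone in the setting without filter and with pseudocount 0.1, 4986 and 6358 genes differed more than 2-fold, and 3113 and 3103 did with the planned filter and that pseudocount.

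The paper shows about 2600 downregulated genes in shFto cells at the MCE stage (Figure 2A, read by eye) and about 2900 at the differentiation stage (Figure 2B, read by eye), against 632 and 676 here. None of the alternatives set before the data were examined closed these gaps, the nearest being 1168 and 993 with a pseudocount of 0.1. The settings chosen after seeing the values gave 1531 and 1753 without a filter and with that pseudocount, and 1299 and 1472 with only the libraries of the contrast in addition, which also stay apart.

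The paper lists Cebpb among genes lowered by both rhein and Fto knockdown, while Figure 2E shows Cebpa. Here Cebpb was higher in shFto cells, by 0.85 at the MCE stage and 0.75 at the differentiation stage on the log2 scale. Neither change passed (limma adjusted p = 0.396 and 0.42), and the gene is uncertain because it overlaps Tmem189. Its standard error is widened by the shScram preadipocytes, whose libraries differ. Over 11 settings Cebpb passed in 2 at the MCE stage and in 2 at the differentiation stage. At the MCE stage these were the settings without that pair or without its replicate 1. Cebpa was not lower at the differentiation stage (0.28). It was -0.80 at the MCE stage, where it passed an adjusted p of 0.05 with GC correction, with 11 libraries and with only the libraries of the contrast, the first and second of which were chosen after seeing the data. Adipoq was not lower at the MCE stage (0.23).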

Other observations

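The tests of a different share of dividing cells and of the mitochondrial share without the outlying library were chosen only after the result was seen, and the second lists of replication and division genes were written after the first list had been seen and before their own test.

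Within the mitotic list, 9 genes of DNA replication had a median log2 fold change of 0.91 at the MCE stage and 22 genes of cell division -0.18. In second lists of 21 replication and 20 division genes the medians were 0.59 and -0.34, a difference of 0.93 (permutation test over genes, p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 6e-05 over 12 tests). Genes are not independent replicates, so this p describes these lists. In the second lists 18 replication genes were higher and 15 division genes lower. The difference argues against a split picked from chance values of the first list. After GC correction it was 0.89, which argues against GC content. A different share of dividing cells would move both kinds of gene the same way, and the division median of -0.34 beside the replication median of 0.59 argues against it. At the differentiation stage the difference was -0.65 (permutation test, p = 0.00013), with a replication median of 0.26 and a division median of 0.91. In preadipocytes it was 0.28 in the second lists (permutation test, p = 0.15, adjusted p = 0.18), in the same direction as at the MCE stage. After GC correction it was 0.50 (permutation test, p = 0.0041, adjusted p = 0.00547). In the first lists it was 0.215 (permutation test, p = 0.44), and 0.032 after GC correction (permutation test, p = 0.78). Whether the split arises at induction is therefore left open. A candidate explanation is a different distribution of shFto cells over the phases of the cell cycle at collection. It was not tested, since the libraries hold no measure of phase.

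The genes lower in shFto cells were compared with the seed matches of the hairpins in the 3 prime untranslated regions of 12029 genes. If the guide of shFto-1 lowered its seed targets, their median log2 fold change would lie in the lowest 5% of 7-mers of the same GC count at all 3 stages. For shFto-1 the percentiles were 71.1 in preadipocytes, 36.6 at the MCE stage and 49.7 at the differentiation stage. For shFto-4 they were 93.4, 66.6 and 56.7 at the successive stages. For the control hairpin, whose targets would be higher in shFto cells, they were 40.0, 5.32 and 28.0. These values argue against seed matches of any of these guides as a broad cause. Single targets, and Foxp2, Sis, Klhl4 and Bc1, which were already low in shFto preadipocytes, are not addressed by this test. Foxp2 had 81.3 and 41.0 TPM in shScram preadipocytes and 0.124 and 0.128 TPM in shFto preadipocytes. A difference between the cell populations that existed before induction may contribute to such genes, and with each library left out the change of Foxp2 at that stage stayed between -6.19 and -5.22.

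The share of TPM from mitochondrial genes was lower in shFto libraries, at 4.58% to 5.44%, than in shScram libraries (exact permutation within stages, two-sided, p = 0.00926, the smallest the design allows). The outlying library had the highest shScram share (14.5%), so the test without it could not change the lowest, 5.72% at the MCE stage. The highest shFto share was 5.44%, so every shScram library lay above every shFto library. Of 13 mitochondrial protein genes, 12 were lower in shFto cells at all 3 stages, which argues against a single gene or nuclear copies. The share without ribosomal RNA was 4.47% to 5.35% in shFto libraries. Differences in RNA preparation between the lines were not tested.

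Among other genes the paper names, Runx1t1 was lower in shFto preadipocytes (-0.92, adjusted p = 0.0139; -0.66 without replicate 1 of shScram) and did not pass at the MCE stage (-0.13) or the differentiation stage (-0.44). Jak2 changed by 0.25 and 0.36 at the later stages, and Atg7 by -0.46 and -0.24, none of which passed. Over 11 settings, Runx1t1 at the differentiation stage and Atg7 at the MCE stage passed in 2 each and Jak2 at the differentiation stage in 1. Atg5 was higher at the MCE stage (0.67, adjusted p = 0.0353, over 11 settings 0.00183 to 0.128 and under 0.05 in 6). Alkbh5 was higher at the differentiation stage (0.75, adjusted p = 0.0197). Of 12 m6A regulators, 8 passed in preadipocytes (10 adjusted over the list alone), the stage of the outlying library, where 9 were lower and the median was -0.48. After GC correction 5 passed there with a median of -0.16, and with only the libraries of that stage 0 passed (2 with an unadjusted p under 0.05). Fto did not pass in that last fit either, so the 0 cannot decide whether these regulators differ. At the MCE stage 1 passed (0 over the list alone, 3 unadjusted) and at the differentiation stage 2 (1 over the list alone). With the fit on 11 libraries, chosen after seeing the data, 5 and 8 passed at these stages. The cyclins Ccna2 and Ccnb1 were higher in shFto cells at the differentiation stage (0.65, adjusted p = 0.0124, and 0.95, adjusted p = 0.000676), whereas Ccnb1 was lower at the MCE stage (-0.62, adjusted p = 0.00712). Ccna2 was lower in shFto preadipocytes (-0.60, adjusted p = 0.0179), the stage of the outlying library. Atg5 overlaps Mir1929 on the same strand and Ccna2 overlaps Exosc9 on the opposite strand, so both are uncertain. Igfbp3 was listed at 0 in both shScram libraries of the differentiation stage and at 29.9 and 29.4 TPM in the shFto libraries.

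From preadipocytes to the differentiation stage, 2064 genes changed more than 2-fold in shScram cells and 1390 in shFto cells (adjusted p under 0.05). With only the libraries of the contrast in the fit, the counts were 414 in shScram cells and 1538 in shFto cells, so the order of the lines is reversed, and these data do not settle which line changed more genes. In preadipocytes the adipocyte list had a median of 0.02 and the mitotic list -0.14 (camera adjusted p = 0.899 and 0.169).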
